# Grape Berry Responses to Sequential Flooding and Heatwave Events: A Physiological, Transcriptional, and Metabolic Overview

**DOI:** 10.3390/plants11243574

**Published:** 2022-12-17

**Authors:** Alessandro Botton, Francesco Girardi, Benedetto Ruperti, Matteo Brilli, Veronica Tijero, Giulia Eccher, Francesca Populin, Elisabetta Schievano, Tobia Riello, Sergi Munné-Bosch, Monica Canton, Angela Rasori, Valerio Cardillo, Franco Meggio

**Keywords:** *Vitis vinifera*, RNAseq, drought, heat stress, gene expression, hormone response, abscisic acid, metabolism

## Abstract

Grapevine cultivation, such as the whole horticulture, is currently challenged by several factors, among which the extreme weather events occurring under the climate change scenario are the most relevant. Within this context, the present study aims at characterizing at the berry level the physiological response of *Vitis vinifera* cv. Sauvignon Blanc to sequential stresses simulated under a semi-controlled environment: flooding at bud-break followed by multiple summer stress (drought plus heatwave) occurring at pre-vèraison. Transcriptomic and metabolomic assessments were performed through RNASeq and NMR, respectively. A comprehensive hormone profiling was also carried out. Results pointed out a different response to the heatwave in the two situations. Flooding caused a developmental advance, determining a different physiological background in the berry, thus affecting its response to the summer stress at both transcriptional levels, with the upregulation of genes involved in oxidative stress responses, and metabolic level, with the increase in osmoprotectants, such as proline and other amino acids. In conclusion, sequential stress, including a flooding event at bud-break followed by a summer heatwave, may impact phenological development and berry ripening, with possible consequences on berry and wine quality. A berry physiological model is presented that may support the development of sustainable vineyard management solutions to improve the water use efficiency and adaptation capacity of actual viticultural systems to future scenarios.

## 1. Introduction

Grapevine (spp. *Vitis vinifera*) is a crop of high economic importance due to its wide distribution in the temperate zones of both hemispheres [1]. Nowadays, however, viticulture is facing several challenges, such as the reduction in water availability [2,3] and pesticide consumption [4], environmental sustainability [5], pathogens [6], and, last but not least, climate change and global warming [7,8,9,10]. In addition to the progressive increase in global temperature, IPCC (Intergovernmental Panel on Climate Change) also included “*extreme events*”, such as floodings, heatwaves, heavy hail, and prolonged dry spells, among the “*key risks*” (IPCC, 2022; [11]), defining an extreme weather event as “*an event that is rare at a particular place and time of year*”. The definition of “*rare*” is variable, but an extreme event should normally be “*rare*” or “*rarer*” than the “*tenth or ninetieth percentile*” (IPCC, 2014; [12]). In addition to the increasing frequency of such extreme weather events, there is also compelling evidence that those stresses may occur simultaneously [13], and sequential stress, such as spring flooding followed by multiple summer stresses, i.e., drought and heat waves, may occur quite commonly. Therefore, the current challenge is not only to understand how grapevine responds to a single stress but also if there are interactions among different stresses that may occur sequentially during the same productive season in order to find solutions other than moving the cultivation areas.

The optimal growth temperature for grapes is referred to as the temperature at which the plant reaches the optimum in terms of development, photosynthesis, and maturation, and it is generally located below 30 °C. If the ambient temperature exceeds 5 °C to this threshold, we can then speak of heat stress [14]. Temperatures above 40 °C can lead to inhibition of photosynthesis [15], while high temperatures above 45 °C may cause severe damage to the photosynthetic system and stomatal closure, and, if these conditions persist for a prolonged period, leaves may be irreversibly damaged and die [16]. According to Carbonneau [17], micro- and meso-climate characteristics are crucial for wine quality, so the long-term consequence of increased temperatures will be the displacement of the ideal area of cultivation of a certain variety, which will no longer express its maximum quality in the native terroir [18]. In a warmer climate, phenology is anticipated in terms of bud burst, flowering, véraison and ripening [19]; sugars accumulate faster and at higher levels [20], and acidity decreases due to higher respiration rates of organic acids caused by high temperatures, thus contributing to grapes with unbalanced sugar-to-total acidity ratios at harvest [21,22]. Consequently, the alcohol content of wines will increase, as already demonstrated both for Riesling produced in Alsace in the last thirty years [23] and for several Napa Valley wines [24]. Behind these measurable reactions to excessive heat, there are several physiological mechanisms driven by changes in the regulation of numerous cellular processes within the berry, among which the changes in gene expression are pivotal. Target gene expression analyses pointed out the up-regulation of *VvGOLS1*, a grape gene encoding a galactinol synthase, as a response to high temperatures applied locally to the grape clusters of the cv Cabernet Sauvignon [25]. Massive gene expression analysis of berries of the cv Muscat Hamburg undergoing heat stress pointed out the induction of *HSP* (Heat Shock Proteins) and *HSF* (Heat Shock Factors) genes, which may allow berry ripening progression through a stabilization of protein functions and transmembrane carriers [26]. Rienth et al. [27] observed different responses to heat stress according to the time of the day, especially for genes involved in organic acid and phenylpropanoid metabolisms in microvine plants. Microarray analyses carried out on the cv Cabernet Sauvignon pointed out that the most affected processes in the berry response to heat stress belong to the functional categories “stress responses”, “protein metabolism” and “secondary metabolism”, highlighting the intrinsic capacity of the berry to build adaptive responses upon heat stress perception [28]. More recently, Ye et al. [29] proposed that *VvBAP1*, coding for a grape C2 Domain Protein, may play a potential important role in enhanced grapevine thermoresistance, mainly by enhancing the expression of genes encoding antioxidant enzymes and other heat stress-responsive genes. Another recent study pointed out that the genes belonging to chaperone-mediated protein folding and cell-wall modifications were found to play a pivotal role in response to the heat of the grape cv Fantasy Seedless [30].

Grapevine can tolerate moderate to severe water shortage [31]. Stomatal regulation is one of the first processes to be triggered by the decrease in water potential, tending to close due to the increased local synthesis of abscisic acid (ABA) [32]. The closure of the stomata then causes a reduction in water transpiration, gas exchange, and, consequently, photosynthesis. Under long-lasting drought, cellular respiration is also inhibited. From the point of view of the gene expression changes occurring in the berry as a response to drought, most of the studies were performed on red grape cultivars, for which water stress is usually considered beneficial in stimulating anthocyanin biosynthesis at the transcriptional level [33]. Recent findings also demonstrated a cultivar-specific transcriptional response to drought [34], so a careful evaluation of the data available in the literature should be performed taking into account the specific genotype. Regarding white grapes, a wide metabolomic and transcriptomic study pointed out a list of 4889 genes that are differentially expressed at different times after water stress imposition, dealing with functions such as “carbohydrate metabolic process”, “development”, and “response to biotic stress” for the up-regulated genes, and “response to stress”, “transport”, and “response to abiotic stress” for the down-regulated [35]. In the same research, the expression of genes coding for enzymatic elements of the phenylpropanoid, terpenoid, and carotenoid pathways was shown to be significantly modulated by water deficit, as also demonstrated by Zombardo et al. [36] and Alatzas et al. [37]. Moreover, a putative pivotal role for the gene *VviMYB24* in controlling the monoterpene and fatty acid biosynthetic pathways in grapevine during abiotic stress response was also pointed out [35]. Regarding the hormonal response of the berry to drought, both ABA-dependent and ABA-independent mechanisms were shown to be involved. The latter being represented mainly by ethylene signaling elements (reviewed by Gambetta et al. [31]).

All the studies previously described were focused on the reactions of grape berries to isolated stress events, although vineyards are rarely exposed to single stresses. Indeed, heat and drought stress often occur simultaneously, and their combination is not necessarily equal to the sum of the effects of individual stresses. Recent studies carried out on several crops and model species concluded that each combination of stress triggers a specific set of responses in the plant [13,38]. For example, the combination of thermal and water stress results in the inhibition of photosynthesis and the accumulation of terminal products of lipid peroxidation [39,40]. At the transcriptional level, in Arabidopsis, several transcripts are over-expressed under single stresses and under-expressed when exposed to a combination of the same stresses and vice versa. For example, genes encoding various oxidase enzymes, PAL, WRKY transcription factors, as well as various pathogenesis-related proteins, seem to be activated during a combination of thermal and water stress. Under a single stress condition, on the other hand, the activated transcripts are, for example, dehydrins and catalases in the case of water stress, while in the case of thermal stress, peroxidases are prevalent [41]. Under combined stress, photosynthesis is markedly reduced compared to control and even more than under water stress alone, with the damage to Photosystem II depending on the species [42]. The most difficult challenge for the plant is, therefore, to balance the closing effect of the stomata caused by water stress with the opening signal stimulated by heat. In grapevine, under this stress combination, the influence of drought stress was shown to be prevalent [43]. In the same study, carried out on leaves, ABA and proline were shown to be good markers for drought and combined stress, respectively, and the transcription of key genes of their biosynthesis, i.e., *VvNCED1* and *P5CS*, displayed a good correlation with the levels of the two metabolites. Surprisingly, no transcriptomic study was found in the literature regarding the response to drought/heat combined stress in grape berries, except the research, carried out by Upadhyay and Upadhyay [30] regarding a transcriptome analysis of heat stress response of grape variety ‘Fantasy Seedless’ under different irrigation rates, not including, however, an actual water stress condition.

According to the most recent report of IPCC (2022), the frequency of extreme compound events such as pluvial flooding along with droughts and heat waves has increased in all parts of the world since the 1950s, and these events are included among the combinations of future changes of climatic impact-drivers in the Mediterranean area. Therefore, the areas where grapevine cultivation is more widespread are particularly challenged by such events, but little is known about the effects on grapevine physiology when a combination of these events occurs. Our study is placed in this scenario, which is common to most of the traditional wine growing regions, and aims at investigating for the first time at the physiological, molecular (gene expression), and metabolic level, the response of the berry to a combined sequence of spring (bud-break; BBCH09 according to Lorenz [44] flooding followed by summer (pre-véraison; BBCH79-81) heatwave, both simulated under semi-controlled conditions (thermostatic tunnels). The berry fruit response was assessed in both single- and double-stressed vines with respect to a non-stressed control. The cultivar Sauvignon Blanc, whose quality profile is significantly affected by different types of stress [45,46,47], was chosen in this study for being one of the most widespread in the world, especially in temperate areas where the above-reported climate change scenario is already impacting viticulture, and because most of the research on stress was previously carried out mainly on red grape varieties.

## 2. Results and Discussion

### 2.1. Experimental Conditions and Ripening Kinetics

With respect to the outdoor conditions, internal temperatures in both tunnels before heat wave induction was about 2.2 °C higher during the day and equal during the night (Figure 1). When the heatwave started 55 Days After Anthesis, DAA (T1), the air within Tunnel no.1 (containing the H and FH grapevines) was 3.3 °C and 5 °C warmer than Tunnel no.2 during the day and night, respectively. During the experiment, five thermocouples were inserted into the berries of five different plants for each treatment in order to measure the effective temperatures experienced by the berries under different treatments. In Tunnel no.2, the F berries were 0.5 °C warmer than the C ones during the day, while during the night, their temperatures were almost identical. In Tunnel no.1, the FH berries were 1.5 °C warmer than the H ones, while their temperatures were closely similar during the night. A comparison between the temperatures of the berries in the different tunnels indicated that the H berries were 2.5 °C and 2.8 °C warmer than the C ones, while the FH was 3.4 °C and 2.8 °C warmer than the F during the day and night, respectively. Just to give an idea of the entity of the double stress (flooding plus the heatwave), the FH berries were 4 °C and 2.8 °C warmer than the control ones. The higher temperatures observed in both F and FH berries with respect to C and H, respectively, occurred mostly during the morning. Before T2, when temperatures were increased, the temperature deltas of F berries with respect to C reached their maximum before the temperature delta of FH berries with respect to the H ones. After T2, the FH berries got warmer such as the F ones, in early morning, and interestingly, peaking with similar trends despite the absence of the heatwave induction in Tunnel no.2. In the afternoon, on the other hand, while the FH berries maintained warmer temperatures than the H ones, although, to a lesser extent, the F berries were even cooler than the C ones. Therefore, in the non-stressed Tunnel no.2, F berries got warmer than the C before and cooler later, while in the stressed Tunnel no.1 FH berries were always warmer than the H, reaching the maximum peak earlier before temperatures increased. Finally, on the day after the removal of stress conditions (62 DAA), FH berries reached their maximum difference of temperature with respect to the H ones, with deltas of about 9 °C in the early morning. Possible explanations for the warmer temperatures reached by berries that underwent the spring flooding were initially searched in either their size (small berries warm up faster than big ones) or their content of solutes (low solutes content implies less time to warm up than a high concentration), which could eventually justify a faster heating rate. However, from the measurements carried out during the experimental period, only the F berries resulted in being significantly smaller than the C ones and only at T2. On the other dates during the heatwave, differences were statistically non-significant (Figure S1). Regarding the solute content of the berries, as discussed below, F and FH berries showed higher values than C and H of Soluble Solids Content (SSC), thus not justifying their warmer temperatures. Moreover, it is also worth noting that the double-stressed berries seemed to keep a sort of memory and got even warmer after stress removal. In the next section, we compared the differentially expressed genes (DEGs) in common between the two contrasts F vs. C and FH vs. H and made an enrichment analysis; this was possible only at T1, as in T2 and T3, there were no DEGs in the contrast F vs. C, i.e., they were transcriptionally identical (statistically speaking) although the berries showed different temperatures. At T1, there were 116 genes upregulated and 131 downregulated in common between the contrasts F vs. C and FH vs. H. Only the former subset was enriched by GO terms, which dealt with plastid and thylakoid. These enriched gene functions which are active regardless of the stress imposition at T1, maybe just a consequence of the higher temperatures occurring in those berries, to which the parenchymatic fruit cells respond by changing the composition of thylakoid membrane lipids and proteins, as previously observed in both grapevine tissues [19,48] and other species [49].

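At T1, 92 genes were higher and 19 were lower in the berries of flooded plants in both contrasts, F over C and FH over H, and 0 moved in opposite directions. Lists of these sizes drawn independently from the 19625 genes tested would share 6.7 higher and 2.4 lower genes, and the contrasts have no library in common. The 16 auxin signaling genes that the paper names at T1, among them the ARF gene VIT_06s0004g03130, had negative log2 fold changes in both contrasts. All 16 were DEGs in F over C, and in FH over H the number of DEGs among them was 0 (edgeR, and 0 with DESeq2), with 2 lower without FH replicate 2 and 1 lower without H replicate 3. These 16 genes were chosen by the study on these samples, so they are not independent evidence. With edgeR, a test of the difference between the contrasts called 0 of the 19625 genes (911 at an unadjusted p under 0.05), and with DESeq2 it called 1. The counts thus do not show that the effect of flooding differed. With DESeq2, 260 genes were shared as higher and 116 as lower. With the T1 libraries alone in the model the overlap was 0, and 4 genes were shared when DESeq2 tested against a fold change of 1.5.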

The ripening kinetics of the berries were monitored starting from 55 DAA, corresponding to T1, by measuring both SSC and titratable acidity. Concerning the latter, no significant difference was pointed out among the different treatments, although slightly lower values were initially observed in the F and FH samples, then rapidly reached by the other samples keeping a substantial overlapping profile until T5 (Figure 2). As far as the SSC is concerned, interesting trends were pointed out as related to both the spring stress and the combined summer stress. Indeed, the F and FH samples showed higher SSC values at T1 up to T3, then FH and H berries joined together at T4, keeping lower values than the unstressed samples until T5. Taken together, these data indicate that berries that underwent the spring stress (F and FH) had a slight ripening advance with respect to the C and H samples until T3, then the effects of the heatwave realigned the behaviors of FH and H, preventing them from reaching the same SSC values of the non-stressed berries at harvest (T5). Since after véraison the transpiration rate of the berry progressively decreases [50], possibly because the stomata either become partially or completely occluded by epicuticular wax or are transformed into lenticels [51], the ripening advance observed in F and FH berries, which was also confirmed by gene expression data (see sections below), may have negatively affected their thermoregulatory ability, thus causing those berries to warm up faster than C and H.

### 2.2. RNASeq Analyses

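Berries of potted Sauvignon Blanc grapevines gave 66 RNA libraries, 3 for each of 22 groups of time point and treatment. The plants were controls (C), plants waterlogged at budbreak in spring (F), plants under the summer stress of drought followed by a heatwave (H), or plants under both stresses (FH). Samples were taken at T0 (46 days after anthesis, DAA), T1 (55 DAA), T2 (59 DAA), T3 (61 DAA), T4 (70 DAA) and T5 (74 DAA), and no T0 library of H or FH is among them. Only the drought, down to 30% of field capacity, had been imposed by T1, the heatwave covered T2 and T3, and T4 and T5 followed it. The paper places H and FH in tunnel 1 and C and F in tunnel 2, and the deposited description numbers the tunnels the other way round. In both accounts the summer stress and the tunnel coincide, so that an effect of the tunnel cannot be told apart from the stress. The paper gives the heatwave a length of 6 days and the recovery before T4 9 days, where the deposited description gives 1 week (7 days) for each. Of the 5 stored replicates per treatment that the paper describes, 3 were sequenced, and the season the libraries come from is not given in the sources used here. Stranded single-end reads were aligned with TopHat and uniquely mapping reads were counted per gene. The paper states that the reads were not trimmed and that Bedtools coverage counted them, whereas the deposited description names Trimmomatic 0.39 and featureCounts. The deposited table holds raw counts per gene row, where 300 rows share 149 gene IDs and 4348 rows hold no count. It omits the digit that the paper writes first in each ID, so that a gene written with VIT_201s in the paper is VIT_01s here. Total counts per library ranged from 15927671 to 24150978 (median 19168492), which is 87.16 to 91.83% of the mapped reads in the paper's Table S1. Counts were normalized by TMM, and the 19625 genes with at least 0.5 CPM (read counts scaled to a common library size) in at least 3 libraries were tested with edgeR's quasi-likelihood test in a model with a mean for each of the 22 groups. A gene was taken as differentially expressed (DEG) at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. Log2 fold changes are given with their standard error (SE), and levels in CPM as mean ± SD of 3 libraries.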

RNA samples from each timepoint and treatment were sequenced, allowing us to obtain, on average more than 24 million total reads per sample (Table S1), of which about 90% were mapped, with approximately 600,000 reads (~3%) showing multiple alignments.

RNASeq data were validated through quantitative real-time PCR (qPCR) on a subset of fourteen genes chosen among the DEGs based upon both their annotations, i.e., the presence of GO terms resulted in being significantly enriched, mainly focusing on the T3 contrasts. A high correlation, as high as 0.77 (Pearson coefficient, *𝛒*), was pointed out between the RNAseq and the qPCR, with the main differential expression patterns fully matching with both techniques (Figure S2). This technical validation allowed us to consider the RNASeq data reliable in order to carry out functional inferences based on the trends of expression and enrichment analyses.

By using the web-based tool iDEP (integrated Differential Expression and Pathway analysis [52], several exploratory analyses were carried out. Figure 3 shows the heatmap of the 5000 most variable genes along with the corresponding hierarchical clustering of samples and genes. One clade (C1) includes all the samples at T0 and T1 and also three single replicates of other timepoints (one replicate of T2 control, one of T2 flooding, and one of T3 control). 

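In a tree of the 66 libraries, built by average linkage on the correlation distance of log2(CPM + 4) over the 5000 most variable genes, the first clade held all 6 T0 libraries and all 12 T1 libraries of C, H, FH and F. It also held 2 T2 libraries and 1 T3 library of C, and 1 T2 library of F. With a pseudocount of 1 or a variance stabilizing transformation 64 of the 66 libraries stayed in their clade, and with 2000 genes 49 did.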

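Outside the clade of T0 and T1, the tree of the 66 libraries split into a clade of late and unstressed berries and a clade of berries sampled during the summer stress. The former held all T4 and T5 libraries except 1 T4 library of FH, and also 1 T2 and 2 T3 libraries of C, 2 T2 and 3 T3 libraries of F, and 1 T3 library of FH. The latter held 3 T2 libraries of H, 3 of FH, 3 T3 libraries of H, 2 T3 libraries of FH and the remaining T4 library of FH, so that no C or F library was in it.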

The other big cluster is subdivided into two main subgroups, one (C2) with T4-T5 samples and two replicates of T3 samples (one from a control—C- and another one from flooding—F- sample), and another subgroup (C3) with T2-T3 samples and just one T4 replicate of an FH (flood + heatwave, i.e., the summer stress) sample. T0-T1 cluster shows contrasting expression levels compared to the other two subgroups, especially C2, and the proportion of genes with increasing expression during the experiment was much higher than those with decreasing trends. These gene expression changes and their general trend might be the result of the ripening progression in all the berries, indicating that ongoing development is stronger than any other factor, such as the stress imposed on the berries. In addition, a Principal Component Analysis (PCA; Figure 4) was also performed to identify the main factor affecting the variability of berries’ transcriptomes. 

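Among the 5000 most variable genes, mean expression was higher at T5 than at T0 for 2075 genes and lower for 2925. The T5 mean takes the libraries of all treatments, and the T0 mean those of C and F alone. Over all genes tested, edgeR called 4922 genes higher and 6179 lower at T5 than at T0 in C berries, and 4555 higher and 6008 lower in F berries. The ripening-related genes named in the paper moved in both directions between T0 and T5 in C berries. ACO1 (VIT_11s0016g02380), an ACC oxidase, rose from 0.0844 ± 0.0576 to 33.2 ± 9.4 CPM (log2 fold change 8.51, SE 1.64, adjusted p = 1.6e-05). Its T0 level rests on few reads, so the size of the rise is poorly fixed. Of the 16 auxin genes named at T1, 14 fell, none rose and 2 did not pass the test (14 fell when adjusted over the list alone), and the study chose this list on these samples, so it is not independent evidence.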

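The variance of the 5000 most variable genes was divided over the libraries of T1 to T5, without those of T0. The time point took 51.8%, the treatment 6.9%, the combination of time point and treatment 16.2% and the replicates within groups 25.1%. Between T0 and T1 alone, before any heat, 1496 genes rose and 1738 fell in C berries and 3336 rose and 4442 fell in F berries (edgeR). From the heatmap of the 5000 most variable genes, the paper proposes that ripening outweighed the stresses imposed.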

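Principal components were computed on log2(CPM + 4) of the 5000 most variable genes of the 66 libraries, centred per gene. The first component held 52.4% of the variance and the second 18.4%, 70.8% together. With 2000 genes the shares were 55.7% and 18.8%.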

The first two principal components were able to display 62% of the total variance between all berry samples. A negative parabolic tendency was observed in the plot, starting from T0 to T5. 

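Along the first component the median of the libraries rose from -89.685 at T0 through -48.445 at T1, -0.17 at T2, 19.285 at T3 and 30.045 at T4 to 39.855 at T5. On the second component the medians were -32.725, 16.37, 25.97, 15.795, -17.805 and -27.605 in the same order, with the highest value at T2.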

Samples were seemingly paired in the cluster by timepoints, being T0, T2-T3, and T4-T5 as the closest clusters, while samples from T1 were dispersed, as well as some samples from T2 and from T3. It is noteworthy that the samples at T3 that undergone the maximum summer stress alone (H), i.e., the heatwave (drought plus increased temperatures), grouped closer to each other than all the other treatments, thus indicating a likely strong and almost univocal transcriptional response in all the replicates.

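On the first 2 components the 3 T3 libraries of H lay at a mean pairwise distance of 8.1, against 30.34 for C, 28.62 for FH and 17.83 for F. The paper singled out H on a plot of these same libraries, so the distances are a description, and the permutation test planned for them is left out because it would restate that choice. The distance describes the spread of the libraries, and the number of genes that H changed against C at T3 was 14 higher and 19 lower with edgeR, 123 and 95 with DESeq2, and 361 in all in a model of the 6 libraries alone.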

Following the exploratory data, the DESeq2 package allowed us to identify the DEGs for each comparison by using both a false discovery rate (FDR) threshold equal to 0.05 and a fold-change (FC) threshold of 1.5. The main comparisons between treatments were: (1) C vs. F, (2) C vs. H, (3) C vs. FH, (4) H vs. F, (5) H vs. FH, and (6) FH vs. F, each one analyzed by its timepoint: T0, T1, T2, T3, T4, and T5. A complete list of these DEGs are reported in Table S2. Please note that in the following paragraphs, when a pattern of either up- or down-regulation will be described, we will generally refer to the first sample of the contrast: for example, if the contrast is C versus F, genes are either up- or down-regulated in C with respect to F.

A total of 12 DEGs were found between C and F at T0 (Figure 5), indicating just some weak differences between samples due to the flooding that occurred in spring. 

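At T0, before the summer stress and before véraison, 2 genes were higher and 0 were lower in F than in C (edgeR). With DESeq2 the numbers were 11 and 1. The 16 auxin genes named later at T1 included 0 DEGs at T0 with either tool, and 0 when adjusted over the list alone. Their log2 fold changes in F over C had a median of -0.39, and 15 of 16 were negative (camera adjusted p = 4.5e-05 with the preset correlation of 0.01, adjusted p = 0.37 with an estimated correlation). The study chose this list on these samples, so it is not independent evidence.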

No significant GO terms functional enrichment was found among these genes. Similarly, at the following timepoints with the only relevant exception of T1, C berries versus those of the flooded plants (F) did not show any relevant number of DEGs and, eventually, no enrichment by GO terms was found except for the comparison at T4 (see below).

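After T1, the number of DEGs between F and C berries with edgeR was 0 at T2, T3, T4 and T5, with 392, 1476, 1750 and 855 genes at an unadjusted p under 0.05. A model of the 6 libraries alone gave 0 at T2, T3 and T4 and 162 at T5. With DESeq2, 0 genes were higher and 1 lower in F at T2, 0 and 2 at T3, 17 and 3 at T4, and 5 and 3 at T5. Without T4 F replicate 2, edgeR gave 16 DEGs at T4, and it gave 1 without T4 C replicate 1 or 3. The share of genes whose 3 F libraries did not overlap the 3 C libraries was 6.5% at T2, 9.5% at T3, 14.4% at T4 and 21.6% at T5, where chance gives 10%. That chance share takes the libraries as separate. T5 F replicates 1 and 2 were far closer than any other pair of replicates (chi-square per degree of freedom 1.91, next lowest 9.41). The share and the count at T5 may thus be too high, and the share is not read as above chance. None of the named genes was a DEG in these contrasts. Of the 13 qPCR target genes that Table S4 gives by ID (the text counts 14), 1 was higher in F at T3 and 1 lower at T4 when adjusted over the list alone.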

Concerning T1, in contrast, C versus F berries, a total of 3047 DEGs were identified, of which 1779 were up-regulated and 1268 down-regulated in C samples (Figure 5). 

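At T1, 1209 genes were higher and 1661 were lower in F than in C berries (edgeR), and with DESeq2 the numbers were 1283 and 1783. Of the 5 largest changes in each direction among genes expressed at 5 CPM or more in the higher group, the first 2 in order of ID are given, since no description of the IDs was at hand. VIT_00s0225g00230 rose from 0.121 ± 0.059 CPM in C to 21.1 ± 16.3 in F (log2 fold change 7.37, SE 1.42, adjusted p = 0.00048), and VIT_02s0033g00380 rose from 0.207 ± 0.0881 to 5.2 ± 2.94 (4.6, SE 0.87, adjusted p = 0.00042). VIT_07s0129g00660 fell from 11.6 ± 11.8 to 0.112 ± 0.146 CPM (-6.62, SE 1.17, adjusted p = 0.00016), and VIT_03s0063g02620 fell from 20.6 ± 7.86 to 1.16 ± 1.15 (-4.14, SE 1.02, adjusted p = 0.0039). The low levels of VIT_00s0225g00230 in C and VIT_07s0129g00660 in F rest on few reads, so the sizes of their changes are poorly fixed. In 45.9% of the genes tested the 3 F libraries did not overlap the 3 C libraries, where chance gives 10%. Without C replicate 1 the count was 1420 and without F replicate 2 it was 1466. Against a fold change of 1.5, DESeq2 called 245 genes.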

The most significant enriched terms in this contrast were, among the most interesting, the ones related to the up-regulation of “*Photosynthesis*”, followed by “*Protein autophosphorylation*”, “*Oxidation-reduction process*”, “*Carbohydrate biosynthetic process*”, and “*Auxin activated signaling pathway*”, whereas among the down-regulated terms were “*Carbohydrate catabolic process*”, “*Transport*”, “*ATP metabolic process*”, and “*Localization*” (Figure 6). The genes annotated with the GO term related to auxin signaling may provide a reliable explanation for the high number of DEGS found between these two T1 samples. It is noteworthy that among these transcripts, which were up-regulated in C berries (and thus down-regulated in the F berries), there are six putative *ARFs* (Auxin Response Factors; *VIT_202S0025G01740, VIT_206S0004G03130, VIT_208S0040G01810, VIT_210S0003G04100, VIT_213S0019G04380, VIT_215S0046G00290*), four *Aux/IAAs* (*VIT_205S0020G04680, VIT_205S0020G04690, VIT_214S0030G02310, VIT_218S0001G08090*), two *Auxin Efflux Carriers* (*VIT_217S0000G02420, VIT_214S0006G01970*), two *Auxin Induced Proteins* (*VIT_205S0049G01970, VIT_207S0005G04380*), and two *Phytochrome Associated Proteins* (*VIT_209S0002G04080, VIT_211S0016G03540*) previously shown to be down-regulated at véraison [53]. 

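All 16 auxin genes were lower in F than in C berries at T1, and each had its 3 F libraries below the 3 C libraries. Among the ARFs, which are transcription factors that act on auxin-responsive genes, VIT_06s0004g03130 fell from 81.4 ± 21.1 to 9.7 ± 5.51 CPM (log2 fold change -3.07, SE 0.46, adjusted p = 3.8e-05) and VIT_15s0046g00290 from 46.6 ± 3.52 to 3.53 ± 4.1 (-3.72, SE 0.89, adjusted p = 0.003). The Aux/IAA repressor VIT_05s0020g04690 fell from 2.25 ± 0.572 to 0.168 ± 0.146 CPM (-3.7, SE 0.86, adjusted p = 0.0026), and the phytochrome associated protein VIT_11s0016g03540 from 47.3 ± 14 to 5.58 ± 1.43 (-3.08, SE 0.7, adjusted p = 0.0019). The efflux carrier VIT_14s0006g01970 fell from 27.1 ± 2.1 to 14.1 ± 0.953 CPM (-0.94, SE 0.23, adjusted p = 0.0036). All 16 also passed when adjusted over the list alone and with DESeq2, and the list's median log2 fold change was -1.98 (camera adjusted p = 2e-10, adjusted p = 0.073 with an estimated correlation). The study chose these genes on these samples, so the list is not independent evidence of its direction. The number of DEGs among them was 10 without C replicate 1, 11 without C replicate 2, F replicate 2 or F replicate 3, 13 without F replicate 1, 15 without C replicate 3, and 5 with DESeq2 against a fold change of 1.5.

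**Figure D1:**
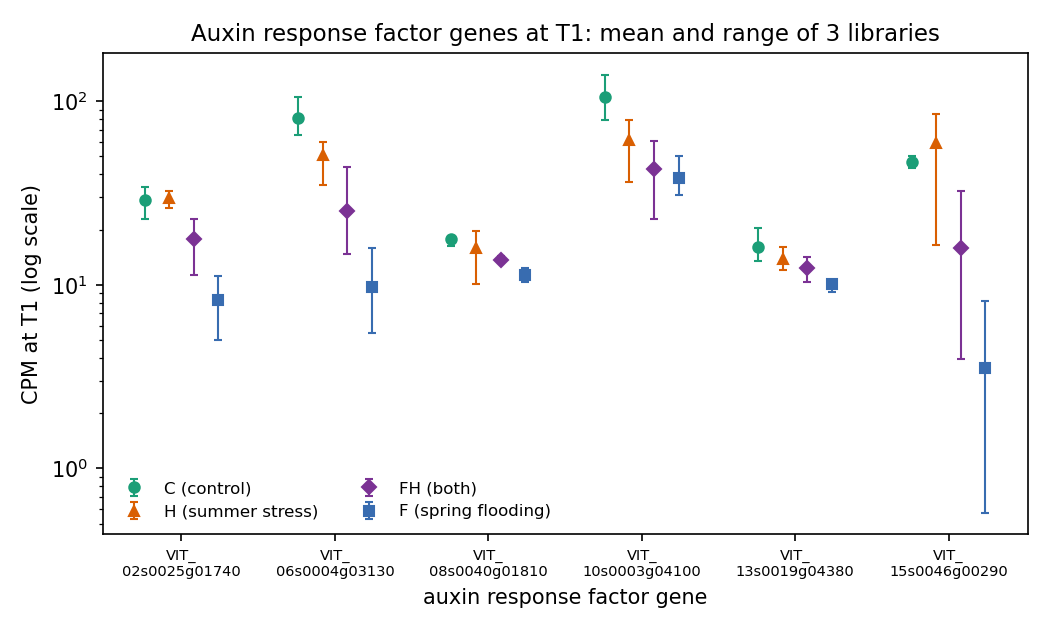
Expression of the 6 ARF genes at T1 in CPM on a log scale, with the mean (marker) and the range (bar) of 3 libraries for C, H, FH and F berries. For VIT_06s0004g03130 the means are 81.4 in C, 51 in H, 25.2 in FH and 9.7 in F.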

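A ripening score was set for each library from the 11101 genes that changed between T0 and T5 in C berries, so that the mean of C is 0 at T0 and 1 at T5. ACO1 (VIT_11s0016g02380) is among the genes that rose. At T1 the score was 0.278 ± 0.045 (SD, n = 3) in C and 0.591 ± 0.058 in F, and 0.321 ± 0.037 in H and 0.469 ± 0.108 in FH. The F and C libraries did not overlap (exact permutation test, two-sided p = 0.1, the smallest p that 3 against 3 allow), and FH exceeded H by 0.149 (exact p = 0.2). At T0 it was 0.063 ± 0.016 in F, and at T2 it was 0.591 ± 0.176 in C and 0.644 ± 0.082 in F (exact p = 0.7). Of 7076 genes that changed between T0 and T2 in C berries, 95.5% had the same sign in F over C at T1. Of 2496 DEGs of that contrast among them, 2495 went the way of ripening. For FH over H the share was 83.7%, and for H over C it was 57.9%. Soluble solids were not analysed here. The paper reasons from them and from the auxin genes that flooding in spring may have advanced ripening at T1.

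**Figure D2:**
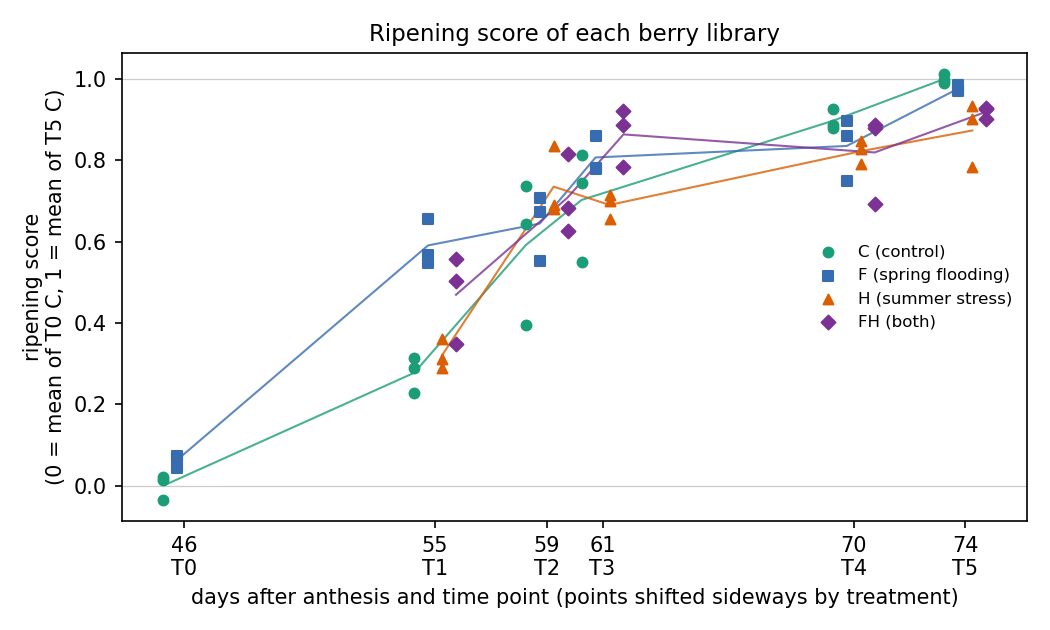
Ripening score of each of the 66 libraries (points) and mean per treatment (lines) against days after anthesis, with points shifted sideways by treatment. At T1 the F libraries lie above the C libraries, with means of 0.591 and 0.278.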

Considering the data shown in Figure 2 regarding the Soluble Solids Content, this would indicate that the high number of DEGs found in this T1 contrast may be due to an advanced ripening stage in berries of flooded grapevines, presumably related to the waterlogging stress that occurred in spring. For the berries undergoing the heatwave, the highest number of DEGs was found between H and F at T1, with 2475 genes up-regulated and 1869 down-regulated, in which the GO term “*Photosynthesis*” was the most significantly enriched for the up-regulated genes, while the down-regulated genes presented a highly significant enrichment in “*Localization*”, “*Transport*”, and “*Vesicle-mediated transport*” GO terms. Among these DEGs, 1311 and 929 are either up- or down-regulated also in contrast between C and F, thus leading to hypothesize that most of the differences are due to the slight ripening advance caused by spring flooding. 

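H and F berries differed at T1 in 2364 genes that were higher and 1793 that were lower in H (edgeR), and in 2485 and 1879 with DESeq2. Of the 16 auxin genes named by the paper, 11 were higher in H than in F, none was lower and 5 did not pass the test (13 higher when adjusted over the list alone, 12 with DESeq2). The ARF gene VIT_06s0004g03130 was at 51 ± 14.1 CPM in H and 9.7 ± 5.51 in F (log2 fold change 2.39, SE 0.45, adjusted p = 0.00011), and the auxin induced VIT_07s0005g04380 at 6.22 ± 3.77 and 1.32 ± 0.343 (2.23, SE 0.4, adjusted p = 6.2e-05). The list as a whole was higher in H (camera adjusted p = 2.4e-07, adjusted p = 0.17 with an estimated correlation), and since the study chose it on these samples it is not independent evidence. Without H replicate 2 the number of DEGs was 2715 and without F replicate 2 it was 2729, and DESeq2 against a fold change of 1.5 called 418.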

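With edgeR, 884 genes were higher and 1210 lower in F than in both C and H at T1, and 0 went in opposite directions. Lists of these sizes drawn independently would share 110.5 and 200.1 genes. The contrasts share the F libraries, and part of the excess can come from them. In 20 simulated data sets in which C and H did not differ from F, the overlap was 0 in each, a value that leaves out the effects and so does not bear on that part. DESeq2 gave 938 and 1317, and 127 genes in all when it tested against a fold change of 1.5. Among the genes lower in F in both contrasts were the ARFs VIT_06s0004g03130 and VIT_15s0046g00290, the phytochrome associated VIT_11s0016g03540, the auxin induced VIT_07s0005g04380 and the efflux carrier VIT_14s0006g01970.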

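FH and F berries, which had both been flooded in spring and differed at T1 in the drought and in the tunnel, had 0 genes higher and 1 lower in FH (edgeR), with 2286 genes at an unadjusted p under 0.05. With DESeq2, 28 were higher and 19 lower. The 16 auxin genes all had positive log2 fold changes in FH over F, with a median of 1.1. The number of DEGs among them was 0 (9 when adjusted over the list alone, 1 with DESeq2, camera adjusted p = 7e-07, adjusted p = 0.2 with an estimated correlation), and the study chose the list on these samples, so it is not independent evidence. The count of DEGs was 0 without FH replicate 1, FH replicate 2, F replicate 2 or F replicate 3, 21 without F replicate 1 and 36 without FH replicate 3.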

Opposite to this result, the comparison between FH and F showed no significant enrichment as the number of DEGs was quite low (47 in total), thus indicating a possibly weak (or delayed) response to the initial stress conditions in the berries coming from grapevines previously subjected to flooding. At T1, also the comparison between C and H did not give high numbers of DEGs (166 in total), whereas the other two contrasts (C vs. FH and H vs. FH) gave higher numbers (619 and 486, respectively) possibly because flooded sample was involved in the comparison, thus biasing the results due to the slight advance in the ripening of the berries. This is also supported by the enriched GO terms found in these contrasts, most of which deal with cell wall polysaccharide metabolism that may mark ripening inception (Figure 6).

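At T1, H and C berries differed in 22 genes that were higher and 58 that were lower in H (edgeR). FH berries had 240 genes higher and 76 lower than C, and 109 higher and 28 lower than H. DESeq2 gave 61 and 108 for H over C, 426 and 192 for FH over C, and 328 and 165 for FH over H. Of the 16 auxin genes, 1 was lower in FH than in C (3 when adjusted over the list alone, 2 with DESeq2), while in FH over H the number was 0 with either tool and 0 over the list alone, 2 without FH replicate 2 and 1 without H replicate 3. VIT_06s0004g03130 was at 25.2 ± 16.4 CPM in FH and 51 ± 14.1 in H (log2 fold change -1.02, SE 0.42, adjusted p = 0.19), and without FH replicate 2 it was a DEG (-1.7, SE 0.47, adjusted p = 0.035). The list was lower in FH than in H as a whole (camera adjusted p = 7.8e-06, adjusted p = 0.3 with an estimated correlation), and its choice by the study on these samples makes it no independent evidence. H over C gave 2 DEGs without C replicate 2, 5 without H replicate 2, 10 without H replicate 1, 19 without C replicate 1, 23 without C replicate 3 and 174 without H replicate 3. FH over C gave 2 without C replicate 1, 14 without FH replicate 1, 54 without C replicate 2, 134 without FH replicate 3 and 775 without FH replicate 2, and FH over H gave 0 without H replicate 1, H replicate 2 or FH replicate 3, 10 without FH replicate 1, 596 without FH replicate 2 and 1713 without H replicate 3. Models of the 6 libraries alone gave 0 for each of the 3 contrasts.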

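By T2, 4 days into the heatwave, H berries had 1163 genes higher and 1514 lower than C, and 1207 higher and 1311 lower than F (edgeR). With DESeq2 the numbers were 1279 and 1661 against C, and 1407 and 1472 against F. Of the 13 genes measured by qPCR that Table S4 gives by ID (the text counts 14), 9 rose and 1 fell in H against C, and 3 did not pass the test (10 and 1 when adjusted over the list alone, 9 and 1 with DESeq2, camera adjusted p = 0.00095, adjusted p = 0.034 with an estimated correlation). The study chose them among the DEGs of these samples, so they are not independent evidence. Among the genes changed in H against C was the gibberellin 2-oxidase VIT_10s0116g00410, which fell from 17.9 ± 13.8 to 0.439 ± 0.294 CPM (log2 fold change -5.29, SE 0.82, adjusted p = 6.3e-05). H over C gave 1254 DEGs without C replicate 1, 1460 without H replicate 3, 1511 without H replicate 2 and 1485 with the T2 libraries alone in the model. H over F gave 1270 without H replicate 2, 1306 without H replicate 3, 1336 without F replicate 1, 1338 without F replicate 2 and 1419 with the T2 libraries alone. Models of the 6 libraries alone gave 140 for H over C and 1422 for H over F.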

Within the six contrasts at T2, the comparison between C and H berries presented a total of 2936 DEGs, 1656 genes up-regulated and 1280 down-regulated, followed by the contrast between H and F with a total of 2865 DEGs. 

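Between H over C and H over F at T2, 822 genes were shared as higher in H and 1014 as lower, with 0 in opposite directions (edgeR). Chance would give 71.5 and 101.1 for independent lists. Both contrasts use the H libraries, and part of the excess can come from them. The overlap of 0 in each of 20 simulated data sets without a change leaves out the effects and so does not bear on that part. With DESeq2, 940 and 1142 genes were shared, and 1027 in all when edgeR used the T2 libraries alone. The trehalose genes VIT_01s0011g05960 and VIT_17s0000g08010 were higher in H in both contrasts, at 82.1 ± 14.7 and 37.3 ± 2.41 CPM in H.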

Among the 1401 and 1464 genes, either up- or down-regulated in the latter, 936 and 1134 were in common with those of the previous comparison, exactly with the same regulatory pattern. In both cases, DEGs were enriched by GO terms related to eleven common functions, i.e., “*Carbohydrate metabolic process*”, “*Polysaccharide metabolic process*”, “*Cellular polysaccharide metabolic process*”, “*Cell wall organization or biogenesis*”, “*Cellular glucan metabolic process*”,“*Cellular carbohydrate metabolic process*”, “*Cell wall organization*”, “*Transmembrane transport*”, “*Response to heat*”, “*Response to temperature stimulus*”, and “*Response to abiotic stimulus*”. In addition these functions commonly regulated in the two contrasts, there were also some contrast-specific GO term enrichments, which can be useful to discriminate the different responses to the heatwave in the plants previously flooded (F) with respect to the control ones (C). For example, with respect to the flooded plants, the heatwave repressed the expression of genes dealing with “*Transport” and “Localization*” and increased the number of transcripts dealing with “*Response to oxidative stress*”, “*Response to hydrogen peroxide*”, “*Response to reactive oxygen species*”, and “*Glutathione metabolic processes*”. Comparing the combined effect of the summer stress taking the control plants as a reference pointed out the upregulation of genes functionally involved in “*Microtubule-based process*” and “*Cytoskeleton organization*”. These results evidenced a differential functional response to the heatwave in the grapes that underwent the spring stress due to waterlogging with respect to the control ones. It is worth noting, however, that in the comparison between F and FH, there were just three DEGs. 

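FH and H berries, both under the heatwave at T2, differed in 0 genes with edgeR, with 808 at an unadjusted p under 0.05, and in 2 genes higher and 0 lower in FH with DESeq2. FH and F berries differed in 261 genes higher and 296 lower in FH. Without FH replicate 3, FH over H gave 2 DEGs and without H replicate 1 it gave 3. Of the 14 genes that Table S3 gives under transcription factor activity in the salicylic acid subnetwork, where the text counts 17 transcription factors, 13 had negative log2 fold changes in FH over H and 0 were DEGs with either tool or over the list alone (camera adjusted p = 0.015, adjusted p = 0.79 with an estimated correlation). They were selected for a correlation in these samples, so they are not independent evidence.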

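Against F berries, FH berries had 261 genes higher and 296 lower at T2, and against C berries 365 higher and 600 lower (edgeR). DESeq2 gave 436 and 495 against F, and 534 and 786 against C. Of the 13 qPCR target genes of Table S4 (14 in the text), 3 rose and 1 fell in FH against F (9 and 1 when adjusted over the list alone, 7 and 1 with DESeq2, camera adjusted p = 5.6e-05, adjusted p = 0.0078 with an estimated correlation), and 6 rose and 1 fell against C (8 and 1 over the list alone). They were chosen among the DEGs of these samples and are not independent evidence. FH over F gave 22 DEGs without F replicate 1, 36 without F replicate 2, 56 without FH replicate 3, 285 without FH replicate 1, 855 without F replicate 3 and 36 with the T2 libraries alone. FH over C gave 37 without C replicate 1, 365 without FH replicate 3, 549 without FH replicate 1, 614 without FH replicate 2 and 38 with the T2 libraries alone. Models of the 6 libraries alone gave 0 for FH over F and 1 for FH over C.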

If we compare the enrichment analyses of previous contrasts with those coming from the DEGs between FH versus F (926 DEGs) and C versus FH (1317 DEGs), most of the GO terms dealing with oxidative stress and response to high temperatures are in common. In the latter comparison (C versus FH), however, there are also some specific enriched functions linked to trehalose, such as for the genes *VIT_201S0011G05960* (coding for a UDP-Glycosyltransferase/trehalose-phosphatase family protein), *VIT_201S0026G00280* (coding for a trehalose phosphate synthase), *VIT_210S0003G01680* and *VIT_217S0000G08010* (both encoding a trehalose-phosphatase/synthase). All these genes were strongly and significantly upregulated at T2 in stressed berries that did not undergo spring flooding.

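All 4 trehalose genes were higher in H than in C berries at T2. The trehalose-phosphatase/synthase VIT_17s0000g08010 rose from 3.96 ± 0.569 to 37.3 ± 2.41 CPM (log2 fold change 3.24, SE 0.54, adjusted p = 0.00013), and VIT_01s0011g05960 from 28.1 ± 7.67 to 82.1 ± 14.7 (1.55, SE 0.24, adjusted p = 7.9e-05). The trehalose phosphate synthase VIT_01s0026g00280 rose from 148 ± 59.8 to 392 ± 70.9 CPM (1.4, SE 0.43, adjusted p = 0.02), and VIT_10s0003g01680 from 37.6 ± 14.9 to 67.2 ± 12.1 (0.84, SE 0.25, adjusted p = 0.018). In FH against C, VIT_17s0000g08010 (2.87, SE 0.53, adjusted p = 0.002) and VIT_01s0011g05960 (1.12, SE 0.24, adjusted p = 0.0066) rose and the other two did not pass the test, while adjusted over the list alone or with DESeq2 all 4 did. The difference between FH and H was not significant for any of them (adjusted p = 1 for each). As a list they were higher in H (camera adjusted p = 9.8e-05, adjusted p = 0.092 with an estimated correlation) and in FH (4.5e-05, adjusted p = 0.074 with an estimated correlation), and the study chose them on these samples, so they are not independent evidence. In H the number was 2 without C replicate 1 and 3 without C replicate 3, H replicate 1 or H replicate 3, and in FH it was 1 without C replicate 1 and 3 without C replicate 2.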

At the end of the heatwave (T3), at the maximum level of stress, the general situation seemed to be much more stable than before, at least in terms of the number of DEGs, although with a few exceptions. While in the C/H and H/F contrasts, the number of DEGs dropped to 225 and 840, respectively, in the C versus FH, there were still 1158 DEGs. 

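At T3, the end of the heatwave, 14 genes were higher and 19 lower in H than in C, 218 and 237 in H than in F, and 415 and 443 in FH than in C (edgeR). DESeq2 gave 123 and 95, 484 and 362, and 583 and 575 in the same order. Of the 13 qPCR target genes of Table S4 (14 in the text), 1 rose in H against C, VIT_09s0002g06790, from 11.6 ± 5.42 to 47.1 ± 15.8 CPM (log2 fold change 2.02, SE 0.45, adjusted p = 0.036), and 7 rose in FH against C. When adjusted over the list alone, 5 were higher and 1 lower in H. The list was chosen among DEGs of these samples and is not independent evidence. The call of VIT_09s0002g06790 in H was lost without any of the 6 libraries (adjusted p = 0.052 to 0.23). H over C gave 1 DEG without H replicate 1, 2 without C replicate 2 or H replicate 3, 4 without C replicate 3, 5 without C replicate 1 and 8 with the T3 libraries alone. H over F gave 8 without H replicate 3, 13 without H replicate 1, 31 without F replicate 3, 211 without F replicate 2 and 0 with the T3 libraries alone, and FH over C gave 238 without C replicate 1, 462 without FH replicate 2, 547 without C replicate 3 and 429 with the T3 libraries alone. Models of the 6 libraries alone gave 361 for H over C, 627 for H over F and 28 for FH over C.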

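The auxin genes VIT_17s0000g02420, VIT_10s0003g00420 and VIT_15s0046g01280 were all lower in H than in F berries at T3. VIT_10s0003g00420 was at 9.1 ± 1.66 CPM in H and 23.2 ± 8.7 in F (log2 fold change -1.35, SE 0.29, adjusted p = 0.0094), VIT_15s0046g01280 at 61.5 ± 5.05 and 108 ± 6.45 (-0.81, SE 0.15, adjusted p = 0.0048), and the efflux carrier VIT_17s0000g02420 at 0.0638 ± 0.0674 and 2.38 ± 2.89 (-5.1, SE 1.24, adjusted p = 0.02). The level of VIT_17s0000g02420 in H rests on few reads, so the size of its change is poorly fixed. Against C, VIT_15s0046g01280 fell from 98.4 ± 14.9 CPM (-0.68, SE 0.15, adjusted p = 0.032), while VIT_10s0003g00420 (-1.18, SE 0.29, adjusted p = 0.061) and VIT_17s0000g02420 (-4.79, SE 1.26, adjusted p = 0.073) did not pass the test. When adjusted over the list alone, or with DESeq2, all 3 were lower in H than in C. The list was lower in H than in C (camera adjusted p = 0.00017, adjusted p = 0.073 with an estimated correlation) and than in F (0.00059, adjusted p = 0.11 with an estimated correlation), and its choice by the study on these samples makes it no independent evidence. Of the 3, edgeR called 0 against F without H replicate 1 or with the T3 libraries alone, 1 without H replicate 3 or F replicate 3, and 2 without H replicate 2. Against C it called 0 without any of the 6 libraries.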

In the first two comparisons, functional annotation is noteworthy that deals with the “*Hormone-mediated signaling pathway*” present in eight genes commonly regulated, among which there are three genes linked to auxin (*VIT_217S0000G02420*, *VIT_210S0003G00420, VIT_215S0046G01280*) that are down-regulated by the heat stress. The DEGs in the C/FH contrast were enriched by functions dealing with response oxidative stress (up-regulated in the stressed berries), indicating an ongoing active reaction of the berries to the maximum stress, and cell wall biogenesis (down-regulated in the stressed berries), still indicating a state of strong sufferance. 

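FH berries differed from H at T3 in 130 genes that were higher and 126 that were lower in FH, and from F in 246 and 325 (edgeR). With DESeq2 these were 296 and 331, and 411 and 451. The gibberellin 20-oxidase VIT_15s0048g01320 was higher in FH than in H, at 3.61 ± 2.13 against 0.402 ± 0.201 CPM (log2 fold change 3.16, SE 0.86, adjusted p = 0.045). This call was lost without any of the H libraries or FH replicate 3 (adjusted p = 0.099 to 0.34). Of the 4 trehalose genes, 0 were DEGs in FH over F (1 higher when adjusted over the list alone, 0 with DESeq2). FH over H gave 0 DEGs without H replicate 1, H replicate 3 or FH replicate 3, 462 without FH replicate 2, 941 without FH replicate 1 and 0 with the T3 libraries alone. FH over F gave 79 without F replicate 3, 233 without FH replicate 2, 269 without F replicate 2, 1080 without F replicate 1 and 138 with the T3 libraries alone. Models of the 6 libraries alone gave 2 for FH over H and 0 for FH over F.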

The latter functional enrichment is strongly present among the DEGS (610 in total) of both the H/FH and FH/F contrasts, in both cases among the genes that were down-regulated in the double-stressed berries. In the latter contrast, there were again some enrichments in the up-regulated genes dealing with the response to oxidative stress, also involving genes encoding elements of the “*Glutathione metabolic process*”. Furthermore, a gene coding for a galactinol synthase (*VIT_201S0127G00470*, annotated as *GOLS4*), which was among those validated through qPCR (Figure S2), was upregulated only in the FH berries, similar to what was found by Pillet et al. [25].

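GOLS4 (VIT_01s0127g00470), an enzyme of raffinose-family sugar synthesis, was at 766 ± 703 CPM in FH berries at T3, against 128 ± 61.7 in C, 194 ± 51.3 in F and 203 ± 14.1 in H. It rose in FH against C (log2 fold change 2.59, SE 0.47, adjusted p = 0.001), against F (1.98, SE 0.46, adjusted p = 0.0096) and against H (1.92, SE 0.46, adjusted p = 0.025), with the 3 FH libraries above those of each other group. H against C did not pass the test at T3 (0.67, SE 0.45, adjusted p = 0.51), while at T2 GOLS4 was higher in H, at 265 ± 115 against 108 ± 77.9 CPM in C (1.29, SE 0.45, adjusted p = 0.041). The values at T1, when the heatwave started, were added after they had been seen. There GOLS4 was at 83.57 ± 17.91 CPM in F and 105 ± 48.7 in FH against 22 ± 2.333 in C and 30.17 ± 8.188 in H, and it was higher in F than in C (1.93, SE 0.46, adjusted p = 0.0032), in FH than in C (2.25, SE 0.47, adjusted p = 0.008) and in FH than in H (1.8, SE 0.46, adjusted p = 0.043) and lower in H than in F (-1.47, SE 0.46, adjusted p = 0.014). Of the 13 qPCR target genes of Table S4 (14 in the text), 7 rose in FH against C at T3 (9 higher and 2 lower when adjusted over the list alone, 8 higher with DESeq2, camera adjusted p = 8.8e-06, adjusted p = 0.0057 with an estimated correlation), 6 rose against F and 3 against H. VIT_18s0072g00160 rose from 3.87 ± 0.944 CPM in C to 23.9 ± 2.35 in FH (2.63, SE 0.5, adjusted p = 0.0016). The study chose the list among DEGs of these samples, so it is not independent evidence. The rise of GOLS4 at T3 rests in large part on FH replicate 2, without which the log2 fold change was 1.5 against C (adjusted p = 0.048), 0.89 against F and 0.83 against H. The calls of GOLS4 at T3 were lost against F without FH replicate 2 (adjusted p = 0.29), F replicate 2 (0.074) or F replicate 3 (0.052) and with the T3 libraries alone (0.11), and against H without any H library, FH replicate 2 or FH replicate 3 (0.053 to 0.26) and with the T3 libraries alone (0.18). The call at T2 was lost without C replicate 1 (0.24), C replicate 3 (0.099), H replicate 1 (0.18) or H replicate 2 (0.069), with the T2 libraries alone (0.15) and with no filter on low counts (0.058). At T1 they were lost for FH over C without C replicate 1 (0.067), C replicate 2 (0.059) or FH replicate 1 (0.073) and with the T1 libraries alone (0.079), for FH over H without H replicate 1 (0.27), H replicate 2 (0.42), FH replicate 1 (0.17) or FH replicate 3 (0.17), with the T1 libraries alone (0.15) and with no filter on low counts (0.054), and for H over F without H replicate 2 (0.074) or F replicate 1 (0.053). Among the 13 genes, 4 were higher in FH than in C without C replicate 1 and 5 without C replicate 2. Against F, 2 were higher without F replicate 2, 1 without F replicate 3 and 3 without FH replicate 2, and against H it was 0 without FH replicate 3 or any H library.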

After the recovery period, at 9 days after the end of stress imposition (T4), the number of total DEGs continued to show a decreasing tendency in almost all the contrasts, with 21 DEGs in C/F with just two enriched terms, 32 in H/F with no enriched term, 133 in FH/F with seven enriched terms (all up-regulated, most of which dealing with stress, oxidation, and heat), 177 in H/FH with no enrichment, and 340 in C/H. The latter comparison showed three functional enrichments dealing with hormones, i.e., auxin and ethylene, including, in all cases, genes with a down-regulation in the stressed berries with respect to the control ones. 

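At T4, after the recovery, 46 genes were higher and 38 lower in H than in C, 3 and 3 in H than in F, 36 and 2 in FH than in F, and 12 and 0 in FH than in H (edgeR). For F over C the number was 0, with 1750 genes at an unadjusted p under 0.05. DESeq2 gave 166 and 167 for H over C, 14 and 17 for H over F, 121 and 20 for FH over F, 145 and 28 for FH over H, and 17 and 3 for F over C. The 16 auxin genes named at T1 included 0 DEGs in H over C (1 higher over the list alone and with DESeq2), and the 4 ethylene genes 0 (1 lower over the list alone, 0 with DESeq2). Neither list is the set behind the auxin and ethylene GO terms that the paper reports at T4, which was not examined. H over C gave 0 DEGs without C replicate 2, 1 without H replicate 1, 5 without C replicate 3, 16 without H replicate 3 and 28 without H replicate 2. H over F gave 0 without F replicate 1 or 3, 1 without H replicate 1, 2 without H replicate 2 or 3 and 11 without F replicate 2. FH over F gave 0 without FH replicate 2, F replicate 1 or F replicate 2, 9 without F replicate 3, 121 without FH replicate 3 and 377 without FH replicate 1, and FH over H gave 0 without FH replicate 2, 1 without H replicate 1 or 3, 3 without H replicate 2, 257 without FH replicate 3 and 585 without FH replicate 1. Models of the 6 libraries alone gave 703 for H over C and 0 for each of the other 3, and with the T4 libraries alone H over C gave 2 and the others 0.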

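Against C berries, FH berries had 907 genes higher and 285 lower at T4 (edgeR), and 1199 and 393 with DESeq2. Of the 13 qPCR target genes of Table S4 (14 in the text), 4 were higher and 2 lower in FH (4 and 2 when adjusted over the list alone and with DESeq2, camera adjusted p = 0.96), and the study chose them on these samples, so they are not independent evidence. GOLS4 (VIT_01s0127g00470), 1 of the 4 trehalose genes and 1 of the 7 tested genes that the paper names by ID in its abscisic acid subnetwork (13 genes in all) were also higher in FH than in C. The 3 FH libraries did not overlap the 3 C libraries in 18.8% of genes, where chance gives 10%. The count of DEGs was 0 without FH replicate 2, 1 without C replicate 2, 127 without C replicate 3, 577 without C replicate 1, 2280 without FH replicate 3 and 2402 without FH replicate 1. With the T4 libraries alone in the model it was 2, and with the 6 libraries alone 0. FH replicate 2 is the T4 library that the tree placed with the berries sampled during the summer stress.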

At T4, the only contrast with a high number of DEGs (1578) was C versus FH, which opposes the most stress berries to the control ones. Functional enrichments were found only for the down-regulated genes (1189), with terms such as “*Photosynthesis*”, “*Response to oxidative stress*”, “*Oxidation-reduction process*”, “*Protein folding*”, and related annotations. Therefore, although all the other berries had almost completely recovered from stress, the double-stressed ones were still compromised and trying to recover from oxidative stress.

A huge increase in total DEGs occurred at harvest (T5), in correspondence with physiological ripening. Except for C/F and H/FH contrasts, showing 7 and 78 DEGs, respectively, all the other comparisons showed long lists of genes with differential expressions. 

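At harvest (T5), edgeR found 0 DEGs between F and C berries, with 855 genes at an unadjusted p under 0.05 (162 DEGs in a model of the 6 libraries alone), and 0 between FH and H berries, with 2274. DESeq2 found 5 higher and 3 lower in F than in C, and 14 higher and 68 lower in FH than in H. The 16 auxin genes named at T1 included 0 DEGs in FH over H with either tool (1 lower when adjusted over the list alone), and their median log2 fold change was 0.02, with 8 positive and 8 negative. Of the 7 tested genes that the paper names by ID in its abscisic acid subnetwork (13 genes in all), 0 were DEGs in FH over H with either tool (1 lower when adjusted over the list alone). The 3 libraries did not overlap in 21.6% of genes for F and C and in 12.9% for FH and H, where chance gives 10%. For F and C that chance share is too low if F replicates 1 and 2, far closer than any other pair of replicates, do not count as separate. FH over H gave 10 DEGs without FH replicate 1, 23 without H replicate 2, 61 without FH replicate 3 and 77 without H replicate 1.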

The biggest amount of DEGs was found for C/FH (3351), followed by FH/F (2795) and C/H (2679). 

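At T5, FH berries had 1686 genes higher and 1433 lower than C, and 1374 higher and 1269 lower than F, and H berries had 1508 higher and 908 lower than C (edgeR). With DESeq2 the numbers were 1759 and 1606, 1382 and 1414, and 1570 and 1116. Of the 13 qPCR target genes of Table S4 (14 in the text), 1 was higher and 3 were lower in FH than in C, and 3 were lower in H than in C, with the same counts when adjusted over the list alone. Of the 4 trehalose genes, which had risen under the heatwave at T2, 2 were lower in FH than in C and 2 than in F (2 and 2 over the list alone). Both lists were chosen by the study on these samples and are not independent evidence. The ribosomal protein gene VIT_00s0873g00010 was at 5.95 ± 4.68 CPM in FH and 5.81 ± 0.274 in H, against 0.521 ± 0.318 in C (adjusted p = 4.8e-05 and 0.00011). The numbers were 1807 for FH over C and 1049 for FH over F without FH replicate 2, and 1023 for H over C without H replicate 3. Against a fold change of 1.5, DESeq2 called 72, 16 and 174 genes. F replicates 1 and 2 were far closer than any other pair of replicates, which may make the spread of F look smaller than it is.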

The contrast H/F gave a lower number, i.e., 1112 DEGs (Figure 5). 

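H and F berries differed at T5 in 527 genes that were higher and 289 that were lower in H (edgeR), and in 649 and 460 with DESeq2. Of the 13 qPCR target genes of Table S4 (14 in the text), 2 were lower in H than in F (2 when adjusted over the list alone), and of the 4 trehalose genes 1 was lower (1 over the list alone). The study chose both lists on these samples, so they are not independent evidence. Without F replicate 3 the count was 94, without H replicate 3 169, without F replicate 1 242, without H replicate 2 334, without F replicate 2 428 and without H replicate 1 1349. In a model of the 6 libraries alone it was 333. The closeness of F replicates 1 and 2, greater than that of any other pair of replicates, may make the spread of F look too small.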

DEGs from C/H showed a significant enrichment by GO terms in nucleic acid and RNA metabolism and gene expression regulation for the 1116 up-regulated genes, similar to the previous contrast. Moreover, the 1563 down-regulated genes were enriched in GO terms dealing with the cell wall and cytoskeleton organization and carbohydrate and polysaccharide metabolism, as well as light harvesting in photosystem I. GO terms related to sterol/steroid biosynthesis were also detected that could be related to the basic components of cellular membranes rather than to a brassinosteroids signaling, since these hormones are usually active at the pre-véraison developmental stage [54]. The GO terms significant enriched in C/FH comparison were related to nucleic acid and RNA metabolism and gene expression regulation for the 1601 up-regulated genes, while the 1750 down-regulated genes were enriched by GO terms associated with peptide and amide biosynthesis/metabolism and protein localization. Comparing the stressed berries, i.e., H and FH, with the ones that suffered flooding in spring (F), a relevant overlapping in terms of GO terms enrichment was observed. Both comparisons (H/F and FH/F), indeed, showed several common terms when analyzing the down-regulated genes (464 and 1431, respectively), such as “*Regulation of gene expression*”, “*Nucleic acid metabolic process*”, “*Regulation of macromolecule biosynthetic process*” and other generic annotations. On the other hand, GO terms enrichment of up-regulated genes (648 and 1364, respectively) differed between the two contrasts. While in H/F, there were enriched terms dealing with “*Cytoskeleton organization*” and “*Photosynthesis, light harvesting in photosystem I*”, in the FH/F comparison, enriched terms dealt with peptide and amide biosynthesis and metabolism, as well as other terms related to cellular macromolecules biosynthesis and protein-membrane insertion. Finally, when comparing the two stressed berries at T5, i.e., H/FH, results showed just three enriched terms for the 66 up-regulated genes: “*Cell wall organization and biogenesis*”, “*External encapsulating structure organization*”, and “*Circumnutation*”.

Based upon the genes previously identified by Dimopoulos et al. [55]. we finally analyzed the amount of transcripts coding for different elements, both enzymatic and regulatory, involved in the cuticular aliphatic wax biosynthetic pathway, trying to further shed light on the aspects discussed above regarding the higher temperatures of both F and FH berries with respect to the C and H ones. Most of the genes did not show any significant variation, except for that putatively encoding the transcription factor DEWAX, found to negatively regulate cuticular wax biosynthesis in Arabidopsis [56] with clear indications of a similar role also in grape [55]. This gene, namely *VIT_216s0013g01000*, was significantly down-regulated from T0 to T1 in both F and FH berries (Figure S3), thus possibly explaining a higher rate of cuticular wax biosynthesis, a lower transpiration rate and, thus, the higher temperatures observed with respect to C and H. Thereafter, the transcript levels in all berries converged to similar values, but the waxes accumulated on the cuticle may have affected their cooling capacity for the rest of the experiment.

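The DEWAX gene VIT_16s0013g01000 was at 3.78 ± 3.08 CPM in F berries at T0 and 2.89 ± 0.301 at T1, a change that did not pass the test (log2 fold change -0.38, SE 0.83, adjusted p = 0.73). In FH berries it was at 4.71 ± 2.3 CPM at T1 (0.32, SE 0.82, adjusted p = 0.79 against F at T0, since FH has no T0 libraries). In C berries it went from 6.15 ± 4.18 to 9.1 ± 2.02 CPM (0.56, SE 0.81, adjusted p = 0.66). At T1 all 3 F libraries lay below the 3 C libraries (-1.65, SE 0.84, adjusted p = 0.16). With the T1 libraries alone in the model the adjusted p was 0.027, and it ranged from 0.027 to 1 over the alternatives.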

### 2.3. Hormones

Analysis of the levels of key phytohormones in Sauvignon Blanc berry samples showed, as expected, highly significant differences in ABA content between treatments and sampling timepoints (Figure 7; other hormone precursors/metabolites are shown in Figure S4).

As expected, T1, T2, and T3 were the ones presenting the highest ABA content, as its accumulation starts at the onset of the ripening process [57]. At the beginning of the stress (T0; 46 DAA), minimum levels of ABA were detected, resulting in no significant differences between the C and F berries. At T1, H and FH berries accumulated more ABA than C and F, showing significant differences between treatments, especially comparing C berries to FH, which might eventually cause an advance in the ripening process [14]. While at T2, the situation was stable, at T3, the H berries showed significantly higher levels (about five-fold) when compared to the C and F plants. The 9-cis-epoxycarotenoid dioxygenase (NCED) is a well-known step-limiting enzyme in the biosynthesis of ABA [58], and studies in other fruits such as oranges or avocados found that this enzyme can be induced by drought stress [59,60], most likely causing a *de novo* synthesis of ABA [58]. 

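NCED3 (VIT_19s0093g00550), which encodes an enzyme of abscisic acid synthesis, was at 23.3 ± 1.05 CPM in C berries at T1, 86.4 ± 86.2 in H and 112 ± 106 in FH. The differences from C did not pass the test, with a log2 fold change of 1.89 in H (SE 0.92, adjusted p = 0.47) and of 2.27 in FH (SE 0.93, adjusted p = 0.2), although all 3 H and all 3 FH libraries lay above the 3 C libraries. In F it was at 33.3 ± 17.1 CPM. Of the 4 NCED genes named in the paper, 0 were DEGs in FH against C at T1 (4 when adjusted over the list alone, 1 with DESeq2, camera adjusted p = 0.009, adjusted p = 0.25 with an estimated correlation). These 4 genes were named for their levels in these samples, so the list is not independent evidence. In F against C, under no summer stress, 2 were higher (2 over the list alone and with DESeq2, camera adjusted p = 0.2, adjusted p = 0.73 with an estimated correlation). They were NCED4 (VIT_02s0087g00930), from 16.83 ± 9.842 to 58.08 ± 21.32 CPM (1.79, SE 0.59, adjusted p = 0.028), and NCED5 (VIT_10s0003g03750), from 13.01 ± 1.656 to 61.1 ± 15.97 (2.23, SE 0.74, adjusted p = 0.029), a comparison added after its values had been seen. The call of NCED4 was lost without C replicate 1 (adjusted p = 0.17), F replicate 1 (0.078) or F replicate 2 (0.094) and with the T1 libraries alone (0.067), and that of NCED5 without any C library (0.062 to 0.09), F replicate 1 (0.061) or F replicate 3 (0.067).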

In our experiment, differences in the expression levels of the gene *VIT_219s0093g00550* that encodes for NCED3 were found at the beginning of the stress period, possibly justifying the increased levels of ABA in H and FH berries at T1 (Figure S5). 

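At T3, NCED3 (VIT_19s0093g00550) was at 172 ± 161 CPM in H berries, 110 ± 119 in C and 35.2 ± 26.5 in FH. Neither H against C (log2 fold change 0.65, SE 0.89, adjusted p = 0.78) nor FH against H (-2.29, SE 0.93, adjusted p = 0.16) passed the test. Without H replicate 3 the log2 fold change of H against C was -0.47.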

The same gene was also strongly up-regulated in H berries at T3, consistent with the ABA peak observed at this timepoint when both stresses, i.e., drought and heat, were at maximum levels. In addition, *VIT_202s0087g00930* (*NCED4*), *VIT_210s0003g03750* (*NCED5*), and *VIT_205s0051g00670* (*NCED6*) genes showed increasing expression levels in stressed berries, but only at T2 and T3, likely supporting the enhanced amount of ABA observed during this late phase. 

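NCED4 (VIT_02s0087g00930) was at 194 ± 68 CPM in H and 100 ± 39.2 in C at T2, and at 177 ± 34.8 and 92.5 ± 8.68 at T3. NCED5 (VIT_10s0003g03750) was at 231 ± 88.9 and 135 ± 45.8 at T2, and at 196 ± 18.8 and 87.2 ± 27.5 at T3. None of these differences passed the test (adjusted p = 0.25, 0.46, 0.47 and 0.46). At T3, NCED6 (VIT_05s0051g00670) was at 1.51 ± 0.423 CPM in H and 1.28 ± 0.39 in FH against 0.243 ± 0.0832 in C, and each H and FH library was above the C libraries (log2 fold change 2.61, SE 0.76, adjusted p = 0.099 in H, and 2.39, SE 0.76, adjusted p = 0.054 in FH). DESeq2 called NCED6 in H (adjusted p = 0.041, with 0.041 to 1 over the alternatives) and in FH (0.026, with 0.026 to 0.65), and edgeR with the T3 libraries alone called it in FH (0.048). Of the 4 NCED genes, 0 were DEGs in H against C at T3 (1 when adjusted over the list alone, 1 with DESeq2, camera adjusted p = 0.028, adjusted p = 0.37 with an estimated correlation). Their choice by the study on these samples makes them no independent evidence. In FH at T3, NCED5 was at 301 ± 387 CPM, and without FH replicate 2 its log2 fold change against C went from 1.79 to -0.16.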

Although *NCED3* has a pivotal role during stress-induced ABA accumulation in different tissues [61], it is known that also *NCED5* can be induced during drought/heat stress in a coordinated manner with *NCED3* [62], which is consistent with our observations. Studies with ABA-insensitive mutants showed a strong susceptibility to water deficit and heat stress, not being able to accumulate important proteins such as Heat Shock Proteins (HSP), multiprotein bridging factor 1c (MBF1c), or ascorbate peroxidase 1 (APX1), as many of these transcripts are ABA-responsive [63]. *VIT_217s0000g07190*, which codes for HSP101, presented high expression levels in berries undergoing heat stress (H) and combined stress (FH) from T2 until the recovery in T4, indicating that this gene might be ABA-dependent. 

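HSP101 (VIT_17s0000g07190), a heat shock chaperone, had higher means in stressed than in C berries from T2 to T4, with a large spread between replicates. At T2 it was at 992 ± 418 CPM in H and 1290 ± 747 in FH against 643 ± 441 in C, and at T3 at 728 ± 379 and 880 ± 811 against 247 ± 247. At T4 it was at 374 ± 442 and 849 ± 1160 against 141 ± 131. None of these passed the test (adjusted p = 0.7 and 0.57 at T2, 0.49 and 0.31 at T3, 0.54 and 0.12 at T4). In C berries it was at 1160 ± 133 CPM at T1. For FH against C at T4 (log2 fold change 2.59, SE 1.04) the adjusted p was 0.038 with DESeq2 and 0.037 without FH replicate 3, with 0.037 to 0.96 over the alternatives, and the log2 fold change fell to 0.38 without FH replicate 2 and reached 3.68 without C replicate 2. For H against C at T4 the log2 fold change went from 1.41 to -0.24 without H replicate 2.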

After 9 days of recovery (T4), results showed a drastic decrease in ABA contents in all the berries, which continued to decline until the end of the experiment, when berries were harvested at 74 DAA, to levels even below the ones found at the beginning of the experiment. This decline in the ABA levels during the last stages of berries ripening might be catalyzed by ABA-8′-hydroxylase, a cytochrome P450 monooxygenase (CYP707A), which is responsible for the rapid inactivation of ABA in plants [58]. 

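CYP707A3 (VIT_18s0076g00340), which encodes an enzyme of abscisic acid breakdown, went in H berries from 3.36 ± 1.96 CPM at T2 to 9.08 ± 1.17 at T3 (log2 fold change 1.44, SE 0.51, adjusted p = 0.051) and to 5.54 ± 0.261 at T4 (-0.71, SE 0.49, adjusted p = 0.31). In F berries it went from 7.88 ± 2.65 at T2 to 11.6 ± 2.03 at T3 and 3.74 ± 2.37 at T4 (-1.62, SE 0.5, adjusted p = 0.086 from T3 to T4). In C the means were 6.28, 7.78 and 4.47 CPM, and in FH 5.37, 6.9 and 5.83 CPM, with no change between consecutive times past the threshold (adjusted p = 0.26 to 0.92). In H the rise from T2 to T3 passed with DESeq2 (adjusted p = 0.029), RLE normalization (0.049) and without T2 H replicate 1 (0.013), with 0.013 to 1 over the alternatives. In F the fall from T3 to T4 passed with DESeq2 (0.042) and without T4 F replicate 2 (0.046), with 0.042 to 1 over the alternatives.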

Among the seven genes annotated in grapevine as encoding CYP707A enzymes, only one seemed to play a role in ABA decline from T3 to T4, that is *VIT_218s0076g00340* coding for CYP707A3, which showed a strong increase in its expression with a peak at T3, right before the drop of ABA levels (Figure S5). ABA contents can change drastically as a response to dehydration and rehydration conditions by the induction of CYP707A1 and CYP707A2 in Arabidopsis [64]. Under our conditions, however, none of these gene homologs was induced, and the up-regulation of *CYP707A3* in all the berries suggests that the control of ABA catabolism is prevalently under developmental cues and not affected by rehydration.

The importance of ethylene signaling during the ripening of grape berries has been previously described, despite the technical difficulties in measuring its biosynthesis in a reliable way in this crop [65,66]. Being 1-aminocyclopropane-carboxylic acid (ACC), the limiting-step direct precursor of ethylene, its content was analyzed, showing a progressive increment from the beginning of the experiment, with statistically significant differences between timepoints, and reaching its maximum at T4 after the recovery period, followed by a slight decrease at harvest time in all four treatments (Figure 7). Significant differences between treatments were only detected at the end of the heatwave (T3, at maximum stress), specifically between C berries, with ACC contents below 50 ng/g DW, and FH berries, with concentrations of ACC about three-fold higher than the C berries. 

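ACS1 (VIT_15s0046g02220), an ACC synthase, rose between T1 and T2 in H berries from 0.0747 ± 0.129 to 3.77 ± 1.1 CPM (log2 fold change 5.59, SE 1.27, adjusted p = 0.00087) and in C berries from 0.0177 ± 0.0306 to 0.707 ± 0.762 (4.9, SE 1.63, adjusted p = 0.025). In FH it went from 0.409 ± 0.417 to 2.08 ± 1.02 CPM (2.34, SE 1.03, adjusted p = 0.15) and in F from 0.466 ± 0.0315 to 1.54 ± 1.83 (1.7, SE 1.02, adjusted p = 0.37). The T1 levels in C and H rest on few reads, so the sizes of their rises are poorly fixed. H against C at T2 did not pass the test (2.41, SE 0.98, adjusted p = 0.08), except without C replicate 3 (0.039, with 0.039 to 0.97 over the alternatives). The rise in C was lost without T1 C replicate 1 (adjusted p = 0.098), T1 C replicate 2 (0.077), T2 C replicate 2 (0.051) or T2 C replicate 3 (0.17). Over the alternatives the adjusted p of the rise ranged from 0.0071 to 0.31 in C and from 7.5e-05 to 0.053 in H.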

Within this context, ACC biosynthesis might be regulated by ACC synthase 1 (VvACS1) since the gene *VIT_215s0046g02220* coding for this enzyme showed a consistent differential expression between timepoints. ACS1 is a type I ACS that may be activated under several stresses, leading to enhanced ethylene production, as previously reported [67,68,69]. ACC transformation into ethylene is controlled by ACC oxidases, encoded in grapevine by three genes, named *VvACO1* (*VIT_211s0016g02380*), *VvACO2* (*VIT_212s0059g01380*) and *VvACO3* (*VIT_00s2086g00010*). Previous studies pointed out the different roles of these genes in berry ripening [70], with *VvACO1* and *VvACO2* playing a pivotal role. 

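ACO1 (VIT_11s0016g02380), an ACC oxidase, was at 36.9 ± 18.8 CPM in F berries at T1 against 2.36 ± 2.55 in C (log2 fold change 3.97, SE 1.12, adjusted p = 0.01), and it was at 26.7 ± 25.2 in FH (3.5, SE 1.1, adjusted p = 0.084 against C). By T2 it rose to 43.8 ± 31.4 CPM in C (4.22, SE 1.13, adjusted p = 0.0057). ACO3 (VIT_00s2086g00010) fell in H from 248 ± 159 CPM at T1 to 21.8 ± 20.3 at T2 (-3.5, SE 0.86, adjusted p = 0.0018, with 6.2e-05 to 0.18 over the alternatives). The call of ACO1 in F was lost without C replicate 1 (adjusted p = 0.075) and with the T1 libraries alone (0.11), with 0.0034 to 0.11 over the alternatives. The rise of ACO1 in C by T2 was lost with the T1 and T2 libraries alone (0.054), with 0.0014 to 0.061 over the alternatives. In FH against C at T1, ACO1 passed with DESeq2 (0.04) and without FH replicate 2 (0.019), with 0.019 to 0.65 over the alternatives.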

While the former showed a generally increasing expression with higher values at T1 for both F and FH berries, consistent with the advanced ripening observed in these berries, the latter was more correlated with *VvACS1* and, thus, with the stress response, displaying a consistent peak of expression at T2 (Figure S5). These results suggest a positive involvement of ACC and ethylene in the ripening process of Sauvignon Blanc grape berries in accordance with other studies in grapevines [71] and, on the other hand, an accumulation of ACC as a response to extreme stress conditions.

Results regarding auxin (Figure 7) showed a generally low accumulation of indoleacetic acid (IAA) in berries, and these levels did not show any significant difference between timepoints, or stress treatments applied to the grapevines.

In the case of the conjugate jasmonoyl-isoleucine (JA-Ile; Figure 7), the endogenous bioactive form of jasmonate [72], a continuous decrease in its levels during the ripening of berries until T5 was observed. Only at T2, after four days of the heatwave, berries that underwent a spring flooding (F) presented a statistically significant higher accumulation of JA-Ile compared to the other treatments. Similar to IAA, endogenous levels of JA-Ile are high during the first developmental stages of grape berry fruit to promote cell division and fruit set [73]. Moreover, JA-Ile participates in environmental responses in plants [74,75], though this is not supported by our data.

The two bioactive cytokinins (CKs) zeatin (Z) and 2-isopentenyladenine (2-IP) showed diverging patterns of accumulation in Sauvignon Blanc berries (Figure 7), with a declining tendency throughout the experiment for the former and an increasing trend for the latter. CKs are important plant growth regulators, as they actively participate during fruit set and early cell division, generally decreasing thereafter during the ripening phase in most fruits [76]. However, a few recent studies interestingly showed that depending on the fruit and also on the specific cultivars, CKs may increase during ripening. This was observed in kiwifruit for Z [77] and in the grape berry for 2-IP [78], in the latter case, with a good correlation of several CK-related genes encoding both biosynthetic and regulatory proteins [73]. The expression profiles of most of these genes largely overlap with the patterns of transcription observed in our unstressed samples, and some of them show a possible involvement in the stress response (Figure S6). In the same study, Sauvignon Blanc was shown to be a moderate accumulator of 2-IP after véraison when SSC was in the range 19.4–20.8 °Brix, which corresponds approximately to the T4 sample of the present trial. Indeed, the levels of 2-IP in the C and F unstressed berries reached their maximum at T4, although the stressed samples displayed higher levels at T5 (statistically significant, *p* < 0.05). Several studies demonstrated an active role for CKs in abiotic stress tolerance [79,80], as an inductor of osmoprotectants, such as proline, in drought responses [81]. Since proline is one of the amino acids mostly induced in stressed samples (see next section on NMR), this marked increase in 2-IP in fully ripe berries may indicate a specific role for this bioactive cytokinin in both stress tolerance and the long-term recovery from stress.

As far as the gibberellins (GAs) are concerned, only GA_4_ and GA_7_ were detected in the berry samples. The statistical analyses did not point out any significant difference consistent with the experimental treatments for either of the GAs, although some differences between the timepoints were displayed by GA_4_. However, if we look at the general trends, some interesting observations can be made. For example, at T4, after the recovery period, GA_4_ content is about three-fold in the stressed berries with respect to the unstressed, while GA_7_ showed a slightly increasing trend in stressed samples, peaking at T3 and T2 in H and FH berries, respectively. These trends are also supported by the expression patterns of some GA biosynthetic/metabolic genes (Figure S7), among which three GA3-oxidase (GA3ox), six GA20-oxidase (GA20ox), and nine GA2-oxidase (GA2ox) genes that were identified based upon similarity versus the *Arabidopsis thaliana* genome. In detail, the expression of *VIT_209s0002g05270*, coding for a GA3ox, peaked at T1 and T2 in H and FH berries, although its general levels of expression are low. On the other hand, *VIT_215s0048g01320*, encoding a GA20ox, showed higher expression levels and peaked at T2 and T3 more consistently with GA_7_ content. 

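The gibberellin 3-oxidase VIT_09s0002g05270 had 39 counts over all 66 libraries, in 15 of them, and lay below 0.5 CPM in each, so it was not tested. In H it had 9 counts over the 3 T1 libraries and 9 over the 3 T2 libraries, all of the latter in a single library, and in FH it had 3 at T1 and 6 at T2. In C it had 0 at T1 and 1 at T2, and in F it had 0 and 1.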

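The gibberellin 20-oxidase VIT_15s0048g01320 rose at T2 from 0.47 ± 0.255 CPM in C to 2.75 ± 2.38 in H (log2 fold change 2.53, SE 0.84, adjusted p = 0.03) and 3.59 ± 2.45 in FH (2.93, SE 0.84, adjusted p = 0.03). At T3 it was at 0.861 ± 0.301 CPM in C, 0.402 ± 0.201 in H (-1.07, SE 0.89, adjusted p = 0.62) and 3.61 ± 2.13 in FH (2.08, SE 0.78, adjusted p = 0.11). Of the 3 gibberellin genes tested, 2 rose and 1 fell in H against C at T2 (2 and 1 when adjusted over the list alone and with DESeq2, camera adjusted p = 0.76). Their choice by the study for a pattern in these samples makes them no independent evidence. The call in H was lost without C replicate 1 (adjusted p = 0.14), C replicate 3 (0.069) or H replicate 1 (0.2), and that in FH without C replicate 1 (0.19), C replicate 3 (0.063), FH replicate 1 (0.053) or FH replicate 2 (0.12). With the T2 libraries alone the adjusted p was 0.056 in H and 0.091 in FH, with 0.014 to 0.37 and 0.0097 to 0.33 over the alternatives.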

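The gibberellin 2-oxidase VIT_10s0003g03490, an enzyme that inactivates gibberellins, rose in H at T2 from 2.7 ± 2.83 CPM in C to 21.5 ± 13 (log2 fold change 2.99, SE 0.92, adjusted p = 0.02), and in FH at T3 from 3.81 ± 1.2 in C to 45 ± 7.23 (3.55, SE 0.93, adjusted p = 0.017). FH at T2, at 11.4 ± 11.7 CPM (2.07, SE 0.9, adjusted p = 0.15), and H at T3, at 12.1 ± 2.62 (1.66, SE 0.88, adjusted p = 0.38), did not pass the test against C. At T2 the call in H was lost without C replicate 1 (adjusted p = 0.11), C replicate 2 (0.078) or H replicate 2 (0.098) and with the T2 libraries alone (0.064, with 0.0089 to 0.25 over the alternatives), and at T3 that in FH without C replicate 1 (0.077), C replicate 2 (0.052) or C replicate 3 (0.078).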

The *GA2ox* gene *VIT_210s0003g03490* followed a similar pattern, supporting the hypothesis that the last two transcripts may be involved in GA_7_ biosynthesis and specific inactivation in the berry as a response to stress. Indeed, it was previously shown that *GA2ox* genes are induced by gibberellins themselves as a homeostatic mechanism [82]. 

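At T4 the gibberellin 2-oxidase VIT_10s0116g00410 was at 25.9 ± 18 CPM in H and 16.4 ± 7.85 in FH against 11.1 ± 2.99 in C, differences that did not pass the test (log2 fold change 1.22, SE 0.62, adjusted p = 0.34 in H, and 0.57, SE 0.62, adjusted p = 0.62 in FH). During the heatwave it was lower in the stressed berries. At T2 it was at 0.747 ± 0.271 CPM in FH against 17.9 ± 13.8 in C (-4.56, SE 0.77, adjusted p = 0.00091), and at T3 at 2.81 ± 1.26 in H (-3.58, SE 0.69, adjusted p = 0.019) and 4.64 ± 4.33 in FH (-2.85, SE 0.66, adjusted p = 0.0073) against 33.8 ± 20.1 in C. The call in H at T3 was lost without C replicate 2 (adjusted p = 0.11), H replicate 1 (0.14) or H replicate 3 (0.1). With the T3 libraries alone the adjusted p was 0.1 in H and 0.06 in FH, with 7.4e-05 to 0.14 and 0.00055 to 0.06 over the alternatives.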

The last *GA2ox* gene, *VIT_210s0116g00410*, showed expression patterns paralleling those of GA_4_ at T4, supporting the idea that, after the recovery period, the stressed berries were still trying to inactivate gibberellins, which are considered ripening inhibitors [83].

The amount of salicylic acid (SA) showed a statistically significant decreasing trend until T3, with higher values observed in the unstressed samples, especially the C berries, from the beginning of the experiment up to T2 (statistical significance only at T1). At T3, SA content decreased in all treatments and remained at lower levels until the end of the experiment (Figure 7). SA is known for improving fruit quality when applied exogenously at pre-vèraison by enhancing anthocyanins contents [84], as well as improving and extending the berry’s shelf life [85]. However, SA also acts as a ripening inhibitor [86], so its decrease is consistent with previous findings. 

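Between T0 and T5, ICS (VIT_17s0000g05750) fell in C berries from 19 ± 1.25 to 10.9 ± 1.92 CPM (log2 fold change -0.8, SE 0.24, adjusted p = 0.003) and in F berries from 18.2 ± 1.2 to 9.25 ± 1.29 (-0.97, SE 0.24, adjusted p = 0.00046). In F it was at 6.99 ± 0.192 CPM at T1 (-1.38, SE 0.24, adjusted p = 8.7e-06), while in C the change from T0 to T1 did not pass the test (-0.48, SE 0.24, adjusted p = 0.14).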

In parallel, the gene *VIT_217s0000g05750*, coding for isochorismate synthase (ICS) that converts chorismate into the immediate SA precursor isochorismate, showed decreasing expression levels in all four treatments (Figure S7). Although SA was previously shown to be linked to several physiological responses to biotic and abiotic stress [87,88,89], including heat stress responses in plants, by reducing the oxidative damage when applied as a pre-treatment [90], our results showed no evidence of SA involvement in berries undergoing stress, with the only exception of a statistically significant decrease at T1 in H berries.

As a complementary approach, in order to ascribe a functional meaning to the different hormones showing significantly higher or lower levels with respect to their control samples as related to the different stress conditions and combinations, a correlation network approach was attempted using both the hormones quantification data of ABA, ACC, 2-IP and SA, and the expression levels of a selected subset of genes (coefficient of variation ≥ 1; the sum of normalized expression ≥ 1; |correlation coefficient| ≥ 0.8). Following the assumption that a strong correlation between a hormone and some genes may indicate a functional relationship, the nodes connected to each hormone inside the network may provide useful indications. The correlative network consisted of 4773 nodes connected by 1,455,742 edges (Figure 8). Surprisingly, the most relevant subnetwork included SA and 134 genes (i.e., 134 neighbor nodes directly connected to SA) with the highest mean clustering index (0.78), followed by the more dispersed subnetworks of 2-IP (19 genes), ABA (13 genes), and ACC with just one gene.

The functional enrichment of the SA network pointed out GO terms dealing with “*Transcription factor activity*”, “*Response to endogenous stimulus*”, and “*Signal transduction*” (Table S3). Among the 38 non-redundant genes annotated with such enriched GO terms, seventeen encoded transcription factors, such as ERF/EREBF, MYB, NAC, bHLH, WRKY, LOB, and Homeodomain, most of which are known to be involved in the ABA-independent responses to drought and associated stresses [91]. However, as pointed out above, the levels of SA did not show any specific relationship with ongoing stress, and in most cases, particularly at T1 (statistically significant) and T2 (non-significant), its amount in stressed berries was even lower than in the unstressed ones (Figure 7). Among the most specific GO terms enriched in genes belonging to SA subnetwork there is also “*Ripening*”, with two genes associated with it, coding for a pectin lyase (*VIT_207S0005G02090*) and an ACC synthase (*VIT_202S0025G00360*), both previously shown to be induced at ripening inception to decrease thereafter [53,92] as confirmed by their expression patterns (Figure S7).

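The pectin lyase VIT_07s0005g02090 had 59 counts over the 3 T0 libraries of C (0.992 ± 0.542 CPM) and 0 at T5, where 3 counts per library would be 0.124 CPM, so that it was at least 7.99-fold lower. In F it had 35 counts at T0 (0.558 ± 0.279 CPM) and 0 at T5, at least 4.14-fold lower with a limit of 0.135 CPM. The ACC synthase VIT_02s0025g00360 fell in C from 43 ± 17.2 CPM at T0 to 0.694 ± 0.224 at T5 (log2 fold change -5.93, SE 0.74, adjusted p = 3.5e-09) and in F from 33.1 ± 10.5 to 0.867 ± 0.173 (-5.24, SE 0.72, adjusted p = 3.7e-08). By T1 it was at 24.5 ± 3.24 CPM in C (-0.81, SE 0.57, adjusted p = 0.33) and 12.3 ± 1.75 in F (-1.43, SE 0.58, adjusted p = 0.04). The fall in F by T1 was lost without T0 F replicate 1 (adjusted p = 0.086), T0 F replicate 3 (0.12), T1 F replicate 1 (0.08), T1 F replicate 2 (0.12) or T1 F replicate 3 (0.07).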

As far as the 2-IP subnetwork, despite no enriched GO term, there are some relevant genes correlated with the levels of this interesting hormone that can help to shed light on the function of this cytokinin during the late ripening stages of the grape berry, close to senescence, especially in the stressed fruits. 

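At T5, the transcription factor VIT_08s0007g04180 was at 294 ± 89 CPM in H berries against 140 ± 54.5 in C (log2 fold change 1.07, SE 0.79, adjusted p = 0.37), and the senescence-associated VIT_01s0146g00260 at 2310 ± 396 in FH against 1250 ± 301 in C (0.89, SE 0.72, adjusted p = 0.41). In both cases the 3 stressed libraries lay above the 3 C libraries. With the T5 libraries alone in the model the adjusted p was 0.02 and 0.04, with 0.02 to 1 and 0.04 to 1 over the alternatives. The transcription factor VIT_07s0031g02280 had 14 counts over all 66 libraries, in 9 of them, and was too low to be tested. At T5 it had 3 counts in C, 3 in H, 4 in FH and 2 in F.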

First of all, there are two transcription factor genes, *VIT_208s0007g04180* and *VIT_207s0031g02280*, indicating that the berry was still transcriptionally active at T5 when their expression peaked together with the transcripts levels of a gene encoding a senescence-associated protein (*VIT_201s0146g00260*) correlated with 2-IP levels as well. Moreover, one gene coding for a ribosomal protein (*VIT_200s0873g00010*), two coding for wound-responsive proteins (*VIT_212s0057g00110* and *VIT_212s0057g00080*), and a last one coding for a terpene cyclase (*VIT_209s0054g01410*) were highly expressed in both H and FH berries, with basal levels in unstressed berries. This would indicate that 2-IP may not only play a role in late-ripening/senescence but also coordinate a long-term response to stress with active protein synthesis, a response to wounding, and the activation of terpenoid metabolism, the latter possibly resulting in a specific production of aromas in stressed berries.

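The ribosomal protein gene VIT_00s0873g00010 was higher in H and FH than in C berries at T5, with a log2 fold change of 3.47 in H (SE 0.61, adjusted p = 0.00011) and 3.51 in FH (SE 0.61, adjusted p = 4.8e-05). It rose between T4 and T5 in H from 0.711 ± 0.414 CPM (3.02, SE 0.6, adjusted p = 0.0086) and in FH from 1.16 ± 0.309 (2.35, SE 0.58, adjusted p = 0.0075). The wound-responsive VIT_12s0057g00110 was at 26.8 ± 4 CPM in H and 30.6 ± 6.05 in FH against 11.9 ± 2.35 in C (1.17, SE 0.79, adjusted p = 0.32 in H, and 1.36, SE 0.79, adjusted p = 0.23 in FH), and VIT_12s0057g00080 at 132 ± 23.5 and 169 ± 35.7 against 89.8 ± 19.6 (adjusted p = 0.74 and 0.54). With the T5 libraries alone VIT_12s0057g00110 passed in H (0.0033, with 0.0033 to 1 over the alternatives) and in FH (0.0016, with 0.0016 to 1), and VIT_12s0057g00080 in FH (0.0069, with 0.0069 to 1). The terpene cyclase VIT_09s0054g01410 had 83 counts in 31 of 66 libraries and was not tested. At T5 it had 13 counts in H, 21 in FH, 6 in C and 7 in F. Of the 5 tested of the 7 genes that the paper names by ID in its 2-IP subnetwork, which has 19 genes, 1 was higher in H and 1 in FH than in C (1 and 1 when adjusted over the list alone and with DESeq2, 3 and 4 with the T5 libraries alone, camera adjusted p = 0.13 and 0.18), and they were chosen for their correlation in these samples, so they are not independent evidence. The rise of VIT_00s0873g00010 after T4 was lost in H without T4 H replicate 3 (adjusted p = 0.13) and in FH without T4 FH replicate 2 (0.06) or T5 FH replicate 3 (0.078).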

Although the thirteen genes of the ABA subnetwork did not show any significant functional enrichment taken as a whole, most likely because of the scarce numerosity, the analysis of every single gene may provide key information about the role of ABA from T1 to T3 in the stressed berries. Apart from two transcripts with putative unknown functions, it is worth noting that three of these genes code for transcription factors, i.e., two MYBs (*VIT_207s0005g01950* and *VIT_219s0015g01280*) and a MADS-box (*VIT_210s0042g00820*), known to be involved in response to stress in different species and crops [93,94]. In particular, the putative ortholog of the gene *VIT_207s0005g01950* (annotated as *MYB108*) was shown to confer drought tolerance in herbaceous peony [95] and regulate the responses to ROS (Reactive Oxygen Species)-mediated signaling from both abiotic and biotic stresses in Arabidopsis [96]. It is worth noting that among all the ABA-correlated genes, the *MADS-box* transcript showed the earliest induction, with a visible increase in its expression in stressed berries already at T1 (Figure S8). 

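The MADS-box gene VIT_10s0042g00820 had 99 counts over the 66 libraries, in 26 of them, and lay below 0.5 CPM in each, so it was not tested. At T1 it had 8 counts over the 3 libraries of H, 15 in FH, 3 in C and 2 in F. At T3 it had 14 in H, 6 in FH, 10 in C and 0 in F. The MYB gene VIT_19s0015g01280 was higher in FH than in C at T1, at 1.4 ± 1.05 against 0.244 ± 0.112 CPM (log2 fold change 2.49, SE 0.66, adjusted p = 0.035). This call was lost without C replicate 1 (adjusted p = 0.23), C replicate 2 (0.14), C replicate 3 (0.056) or FH replicate 1 (0.48). MYB108 (VIT_07s0005g01950) was at 6 ± 7.33 CPM in FH and 3.81 ± 3.68 in H against 1.47 ± 0.808 in C at T1 (adjusted p = 0.21 and 0.62).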

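At T3, the 7 tested of the 10 genes that the paper names by ID in its abscisic acid subnetwork, which has 13 genes, all had positive log2 fold changes in H over C, with a median of 2.04, and for each of them the 3 H libraries lay above the 3 C libraries. The matrix metalloproteinase VIT_01s0026g00900 was at 80.8 ± 28.7 CPM in H and 14.4 ± 6.38 in C (log2 fold change 2.49, SE 0.92, adjusted p = 0.2), the glyoxalase VIT_09s0002g06430 at 88.4 ± 23.3 and 18.9 ± 4.93 (2.22, SE 0.57, adjusted p = 0.07), and the PLP phosphatase-related VIT_04s0008g00870 at 13.4 ± 3.39 and 3.59 ± 1.03 (1.91, SE 0.56, adjusted p = 0.099). For the histidine kinase VIT_04s0069g00750, the thioredoxin VIT_10s0003g00390 and MYB108 (VIT_07s0005g01950) the log2 fold changes were 1.97, 2.3 and 2.04. The number of DEGs among them was 0 with edgeR and 2 with DESeq2, the glyoxalase (adjusted p = 0.016, with 0.016 to 0.97 over the alternatives) and the phosphatase (0.05, with 0.05 to 1). All 7 passed when adjusted over the list alone (camera adjusted p = 9.9e-10, adjusted p = 0.06 with an estimated correlation). The study chose the genes for their correlation in these samples, so the list is not independent evidence. The DNAse I-like VIT_01s0011g06310 and the CYP704B1 gene VIT_01s0026g02700 were too low to be tested, with 147 and 59 counts over the 66 libraries.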

Seven genes encoded enzymatic proteins with different putative activities, such as a DNAse I-like superfamily protein (*VIT_201s0011g06310*), a matrix metalloproteinase (*VIT_201s0026g00900*), a CYP704B1 (*VIT_201s0026g02700*), a Pyridoxal phosphate (PLP) phosphatase-related protein (*VIT_204s0008g00870*), a Histidine Kinase (*VIT_204s0069g00750*), a Lactoylglutathione lyase/glyoxalase I family protein (*VIT_209s0002g06430*), and a Thioredoxin superfamily protein (*VIT_210s0003g00390*). Matrix metalloproteinases (MMPs) are involved in the remodeling the plant’s extracellular matrix during growth, development, and stress response [97] in different organs, such as the root [98] or other vegetative or reproductive parts of the plant. In rice, a matrix metalloproteinase plays an important role in symplastic-apoplastic transport by modulating cellulose and callose depositions [99], a potentially important function considering that grape berries undergo a shift of phloem unloading from symplastic to the apoplastic pathway at the onset of ripening [100]. Members of the Cytochrome-P450 gene family are known to be involved in core metabolisms, and the clan CYP86, to which CYP704B1 belongs, was shown to be responsible for cutin and suberin biosynthesis and thus control water evaporation and transpiration in several species [101,102,103]. Moreover, in Arabidopsis, these enzymes were shown to reduce cuticle membrane thickness, thus increasing the tolerance of plants against drought by increasing water permeability [104]. Histidine kinases may control abiotic stress signaling, although a negative role in drought stress was proposed in Arabidopsis for AHK5 [105], along with an ABA-independent function in integrating multiple signals via H_2_O_2_ homeostasis in guard cells to control stomata closure [106]. B_6_ vitamers (VB_6_), in addition to being important enzyme cofactors in several biochemical transformations, were shown to have additional functions as ROS scavengers [107], resistance factors to biotic and abiotic stress in plants [107], and many other roles [108]. Within this context, the PLP-phosphatase gene may play a role in VB_6_ metabolism of stressed berries, as observed in tobacco plants under different abiotic stress conditions [109]. The other two ABA-correlated enzyme-coding genes may be involved in specific detoxification mechanisms (glyoxalase; *VIT_209s0002g06430*), and regulation of the redox environment within the berry (thioredoxin; *VIT_210s0003g00390*), which was shown to be significantly compromised based upon visual analysis of stressed bunches (Figure S9). The glyoxalase pathway is required for detoxification of cytotoxic metabolites that would otherwise be lethal. Glyoxalases are known to be differentially regulated under stress conditions and their overexpression in plants confers tolerance to multiple abiotic stresses [110] among which drought [111,112,113]. It was also shown that glyoxalases also play a role in maintaining GSH homeostasis and subsequent ROS detoxification [114], therefore these enzymes may collaborate also with thioredoxin, whose gene correlated with ABA in stressed berries as well.

### 2.4. NMR Metabolic Profiling

A metabolomic fingerprint was carried out through NMR on berry samples collected at T2 and T4. The choice of T2 samples was based upon the transcriptomic analyses, which pointed out the highest number of DEGs in the stressed berries at this timepoint. T4 was considered because, at this phase of the experiment, a normal physiological status was supposed to be recovered, as substantially confirmed by gene expression analysis. In addition to providing a fingerprint-based on both polar and hydrophobic metabolites, NMR also pointed out a relative quantification of known metabolites, identified through several complementary methods as described in the Materials and Methods Section 3. An example of the NMR spectrum is shown in Figure 9, along with peak identification.

Signal area values were used to build a heatmap summarizing all the results (Figure 10), except for two outliers showing very anomalous metabolic profiles (T2_C2 and T2_FH4), which were discarded from this analysis. This is quite a common problem with grape berries, especially when samples are collected during ripening progression, which is not homogeneous along the bunch [115,116]. After removing this small bias, T2 berries were very well separated from those of T4, as shown by the hierarchical clustering applied to samples. This first observation may support the reliability of this analysis, which is not always obvious with metabolomic profiling on this type of fruit, at least in discriminating the two timepoints.

Regarding the separation of stressed from unstressed samples, the situation is slightly different. At T2, there was no clear separation between the treatments, although two metabolic markers of ripening progression belonging to the same group of the sugar compounds, such as tartaric and malic acids, showed values that were consistent with both development and the stress that occurred. Considering that both acids are known to decrease after véraison [117] and taking into account their variations also at T4, our data fully match the known trends (Figure 10). Moreover, lower values with respect to the control were observed for both acids in the F berries, most likely due to their advanced ripening, and also in the heat wave-stressed samples, consistent with previous studies claiming the negative effects of high temperatures and global warming on berry acidity [23,118,119,120]. Concerning the other sugar compounds, all grouping together in the heatmap, the situation reflected quite well the SSC shown above in Figure 2, especially at T4, when the C and F berries showed the highest values.

Differently from previous studies pointing out an increase in sugars, such as glucose, fructose, and sucrose, during drought stress (for a review, see [121]), a detailed view of these single compounds quantified through NMR did not point out any consistent trend (Figure S10 and data not shown). Concerning the other compounds detected through NMR, two main classes of metabolites were markedly shown to increase upon stress, i.e., the amino acids and chlorogenic acid (CGA). Concerning the former, we can further subdivide the amino acids into those produced by stressed berries mainly at T2, such as tyrosine, those mostly found at T4, such as proline, and those detected at both timepoints, such as alanine and γ-aminobutyric acid (GABA), while CGA was prevalently produced upon stress at T2 (Figure 10). A relevant amount of the literature reports several findings about the involvement of these compounds in response to different types of stress, although the reaction is often species-specific. For example, tyrosine was previously found to be involved in drought stress response in Arabidopsis [122,123,124,125], *Haberlea rhodopensis* [126], wheat [127], maize [128,129], as well as in heat stress reaction in maize [130] and Arabidopsis [125].

For proline, previous studies indicate not only its involvement in drought stress as an osmoprotectant [122,126,127,131,132,133,134,135,136] but also an intriguing specific role in tuning the redox potential conferring tolerance to high temperatures [137] as previously demonstrated [125,138]. Moreover, proline production can be induced by CKs, as previously demonstrated [81], and since 2-IP was shown to increase starting from T4, especially in the stressed berries (Figure 7), a causal relationship may be hypothesized between the increased levels of CK and proline.

In addition to the little evidence regarding the involvement of alanine in heat stress [125], several studies pointed out the relevant role of GABA. Another amino acid was found to increase in stressed berries. GABA-mediated improvement of plant tolerance to drought was previously shown in Arabidopsis [122,125], rice [136], soybean [134], tomato [131], and maize [128]. GABA may act through both antioxidant activity and cooperation with other molecules, and its key role in drought stress resistance in plants is a matter of debate [139]. For example, proline, alanine, and glutamate are all metabolites associated with GABA accumulation in plants in response to ROS generation [140,141,142] and were all found to increase in stressed berries of our experiment. In general, although some amino acids may have specific roles, as reported for proline [137], the general increase observed for these primary metabolites in stressed berries may be caused by the degradation of highly abundant proteins, which generates an accumulation of free amino acids that are catabolized as an alternative respiratory substrate to compensate for the decreased photosynthesis caused by drought and heat [143]. Regarding CGA, a phenylpropanoid whose abundance at T2 in stressed berries was clearly shown through NMR (Figure 10 and Figure S11), a role as an antioxidant can be hypothesized as previously shown in oat [144,145] and tobacco [146], and specifically during drought stress in Arabidopsis [147] and poplar [148].

Consistent results were found from expression patterns of some specific genes involved in the biosynthesis and metabolism of the above compounds (Figure S12). Concerning the accumulation of amino acids, such as proline and GABA, since nitrogen assimilation is limited during drought stress, an alternative source of ammonium may derive from glutamate, which is synthesized by glutamate dehydrogenase (GDH) that catalyzes the formation of this amino acid by the amination of 2-oxoglutarate coming from the TCA cycle [149]. 

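The glutamate dehydrogenase (GDH) gene VIT_16s0039g02750 was at 162 ± 56.9 CPM in H berries at T3 and 133 ± 90.6 in FH, against 56.5 ± 20.9 in C (log2 fold change 1.52, SE 0.46, adjusted p = 0.11 in H, and 1.23, SE 0.46, adjusted p = 0.1 in FH). VIT_16s0039g02720 was at 11.4 ± 1.83 CPM in H against 6.21 ± 0.967 in C (0.88, SE 0.36, adjusted p = 0.26). All 3 H libraries lay above the 3 C libraries for each gene, and neither passed the test. At T2 the adjusted p in H were 0.7 and 0.46, with log2 fold changes of -0.29 and -0.41. Of the 6 genes of amino acid and chlorogenic acid synthesis that the paper names, 0 were DEGs in H against C at T3 (5 when adjusted over the list alone, 1 with DESeq2, camera adjusted p = 3.7e-06, adjusted p = 0.065 with an estimated correlation), and 3 were higher in H than in F (5 over the list alone, 4 with DESeq2). The study chose them on these samples, so they are not independent evidence.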

Among the seven grapevine genes encoding GDH, two (*VIT_216s0039g02750* and *VIT_216s0039g02720*) were found to be strongly up-regulated in stressed berries. In addition, proline biosynthesis generally occurs as a result of ∆^1^-pyrroline-5- carboxylate synthase (P5CS) and ∆^1^-pyrroline-5-carboxylate reductase (P5CR) catalytic activities in cytoplasm or chloroplasts. 

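The P5CS gene VIT_13s0019g02360, an enzyme of proline synthesis, was at 708 ± 141 CPM in H against 368 ± 85.7 in C at T3 (log2 fold change 0.94, SE 0.3, adjusted p = 0.13) and at 322 ± 70.1 against 181 ± 18.9 at T4 (0.83, SE 0.3, adjusted p = 0.15). The P5CR gene VIT_08s0007g05600 was at 20.7 ± 2.77 CPM in H against 17.2 ± 0.731 in C at T3 (0.27, SE 0.13, adjusted p = 0.32). In FH at T5 it was at 21.6 ± 1.24 CPM against 16.3 ± 1.34 in C (0.4, SE 0.13, adjusted p = 0.015), below the fold change of 1.5 required of a DEG.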

*VIT_213s0019g02360* (among the three *P5CS* genes) and *VIT_208s0007g05600* (the only *P5CR* gene) were shown to be overexpressed from T3. 

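At T2, the HCT gene VIT_09s0018g01190 was at 6.82 ± 4.3 CPM in H against 3.02 ± 0.741 in C (log2 fold change 1.17, SE 0.55, adjusted p = 0.14), and at T3 at 7.96 ± 3.43 against 2.09 ± 0.976 (1.93, SE 0.57, adjusted p = 0.1). VIT_11s0037g00440 was at 6.33 ± 3.57 CPM in H against 1.69 ± 0.668 in C at T3 (1.9, SE 0.65, adjusted p = 0.16). At T3 the 3 H libraries lay above the 3 C libraries for both genes. DESeq2 called VIT_09s0018g01190 at T3 (adjusted p = 0.041, with 0.041 to 1 over the alternatives).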

We also investigated the expression patterns of key genes involved in phenylpropanoid biosynthesis and found that two genes coding for hydroxycinnamoyl-CoA shikimate/quinate hydroxycinnamoyl transferase (HCT), a key enzyme in CGA biosynthesis, were up-regulated in stressed berries from T2 (*VIT_209s0018g01190*) and T3 (*VIT_211s0037g00440*).

### 2.5. Modelling the Berry Response to Stress

In order to summarize the most relevant results and achieve an overview of the berry response to every single experimental treatment, we built a model (Figure 11). According to this model, at T0, both F and FH berries show an advanced development with respect to other treatments (C and H). We can speculate that the flooding that occurred at bud-break may have affected flower development determining a sort of ‘memory-effect’ inducing the berry to develop and ripen faster. Future investigations may shed light on this aspect, eventually taking into account also the epigenetic modifications that can work as a medium-term memory in plants [150]. Such a ripening advance most likely caused an increased synthesis of epicuticular waxes, which contributed to stomata occlusion and a consequent reduction in transpiration rate, thus causing F and FH berries to warm up faster than C and H. The trends in SA content confirm that in C berries, ripening was still inhibited when the trial began. Indeed, at T1, F and FH berries already displayed the specific activation of the ripening program, as testified, among the other transcriptional markers, by auxin signaling genes, which were down-regulated, and by the increase in ABA, which was even at higher levels in the stressed berries. However, while in the FH fruits, ABA peaked at T1, in the H berries, it peaked later at T3. Differential response to the heatwave was observed between FH and H berries. Indeed, the former berries responded mainly to ROS and to general oxidative stress from T2 to T4. This reaction was closely linked to an up-regulation of HSP-genes from T2 to T3, followed by a down-regulation of cell wall biogenesis and an up-regulation of glutathione metabolism at T3, and continuing again at T4 with the down-regulation of protein folding. The response of FH berries to the heatwave was accompanied by an increased amount of CGA, GABA, and other amino acids, such as tyrosine, proline, and alanine, all of which are potentially involved in response to heat stress. The situation of FH berries was critical until T4 and started to recover only at T5, with the activation of the cell wall and membrane reconstruction. The H berries responded to the heatwave in a more conservative way by showing a ‘classical’ heat response at T2 involving trehalose signaling and the induction of HSP. At the same time, the levels of CGA and GABA increased such as in the FH. As said before, at T3, the maximum ABA levels were reached, in parallel with the down-regulation of auxin signaling typical of ripening inception, which continued at T4, also affecting some ethylene-related genes, indicating the full recovery of normal berry development. At T5, cell wall biogenesis was active, indicating a progression of the ripening syndrome similar to that occurring at T5 in the reference C berries. Despite these differences, both H and FH berries showed high levels of 2-IP at T5, which may guarantee a long-term recovery from stress as an inductor of osmoprotectants, such as proline, in both situations.

## 3. Materials and Methods

### 3.1. Plant Material, Experimental Setup, and Sampling

Experiments were carried out in 2017 and 2018 on potted grapevines, *Vitis vinifera* cv. Sauvignon Blanc (clone 108) grafted onto Kober 5 BB (K5BB) (*V. berlandieri* × *V. riparia*) rootstock. A suitable number (400) of three-years-old plants were grown in 10L pots filled with a sand–pumice-peat mixture (1:1:3 in volume) under partially controlled conditions in two plastic film tunnels fully with continuous ventilation (to avoid overheating) and optimal irrigation located at the Experimental Farm of the University of Padova “L. Toniolo” in Legnaro, north-east of Italy. Plants were randomized into four groups, according to homogeneous developmental characteristics (i.e., length of the cane, caliper, and a number of buds) and pruned before budburst with three or four dormant buds per plant retained. Half of the plants for each tunnel underwent waterlogging stress during spring, approximately at budbreak (BBCH stage 09), as previously described [151]. At the 5-separated-leaves stage (BBCH stage 15), the plants were thinned to two shoots and trained vertically. Just before véraison, at 46 DAA (BBCH stage 79–81) [44], a heatwave was imposed in Tunnel no.1 by simulating the natural time course of such extreme events, i.e., an initial phase of drought and, when soil water content reached 30% of field capacity (after 9 days), a second phase during which temperatures were increased by setting up the thermostat at 5 °C higher than Tunnel no.2 for six consecutive days (Figure 12). Sample pots were selected during soil preparation and were weighed before and after saturating the soil with water at 100% field capacity (Fc 1.0) to calculate the soil water content (g of water/g of dry soil in the pot) at Fc 1.0. The water supply was progressively reduced to 30% of Fc 1.0, and water stress conditions were assessed when the average reading of the stress-exposed pots reached the required soil water content. In order to mitigate the fluctuations in soil water content, all pots were weighed at 6 pm daily and the amount of water needed to maintain the desired soil field capacity was then added.

Samples were collected from all four groups of plants (C, control; F, flooded; H, heatwave; FH, flooded plus heatwave) at the beginning of the stress (T0; 46 DAA), when the soil water content was at 30 % of Fc in stressed plants (T1; 55 DAA), at four days after temperature increase (T2; 59 DAA), at the end of the heatwave (T3; 61 DAA), after 9 days of recovery (T4; 70 DAA) and, finally, at the ripening of the control grapes (T5; 74 DAA). At each sampling time point, berries were collected from five randomly chosen grapevines per treatment, frozen in liquid nitrogen, and stored separately at −80 °C as five biological replicates for the following analyses.

### 3.2. Meteorological and Biometrical Measurements

Outside and inside each tunnel, meteorological sensors were deployed for the measurement of basic meteorological parameters. Air temperature (°C) and relative humidity (%) (Vaisala HMP45, Helsinki, Finland) and global radiation (W m^−2^) (LI-200R, Licor) were measured every second and averaging every 30 min by a datalogger (CR3000, Campbell Sci., Logan, UT, USA). During heatwave simulation, berry temperature was also measured using 0.076 mm diameter type ‘E’ thermocouples (OMEGA Engineering, Stamford, CT, USA). The thermocouples were inserted into the center of five berries per treatment in exposed clusters.

At each sampling date, 5 clusters per treatment were immediately brought to the laboratory, and berry diameter (*n* ≥ 10), soluble solids content (°Brix), and titratable acidity (% of tartaric acid) were measured using a digital handheld temperature compensating refractometer-acidity meter (mod. PAL-BX|ACID, Atago Co., Tokyo, Japan) on at least five replicates.

### 3.3. RNA Isolation, RNAseq Analyses, and qPCR

Total RNA was extracted using the method of [152] and used for RNAseq at the CRIBI center of the University of Padova using an Illumina NextSeq 500 platform (Illumina, San Diego, CA, United States) allowing to obtain at least ∼24 million stranded single-end reads of 75 base pairs per sample. The whole procedure was carried out following the manufacturer’s instructions. Raw sequence data files were uploaded to the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/ accessed on 15 December 2022) under the accession number GSE206753. RNA-seq reads were quality-checked using FastQC (Brabaham Bioinformatics, Cambridge, United Kingdom) and resulted in average, very high quality. Reads were not trimmed before mapping, as the adapter content was negligible. Sequence duplication was moderate, and to avoid problems due to the removal of duplicates in single-end [153], the entire set was mapped. Spliced alignments were performed with TopHat [154], and only uniquely mapping reads (identified by the flag NH:i:1 in the bam alignment file) were used for transcript abundance quantification. Quantification was performed by using the Bedtools coverage program [155]. A revised version of the Grape genome based on the 12X Genoscope Pinot Noir genome [156] and the annotation revised by Vitulo et al. [157] were used for reads mapping, along with the related gff file and GO functional annotation.

cDNA was synthesized with the SuperScript^®^ VILO^TM^ cDNA Synthesis Kit (Life Technologies, Carlsbad, CA, USA) from 300 ng of DNA-free total RNA in a final volume of 20 μL, according to the manufacturer’s instruction. RT-qPCR was performed using StepOne Real-Time PCR System (Applied Biosystems, Monza, Italy) as described by Nonis et al. [158] and Eccher et al. [159], using the PowerUp^TM^ SYBR^TM^ Green Master Mix kit (Applied Biosystems, Monza, Italy). Analyses were performed on three independent biological replicates and three technical replicates for each treatment by using specific primers listed in Table S4. Gene expression levels were calculated using the automated Excel spreadsheet Q-Gene designed by Simon [160], using the modification of the ΔC_t_ method suggested by Pfaffl [161]. Gene expression values were normalized with five *V. vinifera* genes chosen because of their stability of expression as checked by means of the BestKeeper spreadsheet v1.0 [162] starting from the whole set of RNASeq data. 

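Over the 66 libraries, 4 of the 5 reference genes of the qPCR varied less than the median gene. Their coefficients of variation were 18.5% for VIT_13s0019g04720, 19.2% for VIT_10s0003g00990, 21.3% for VIT_06s0004g03310 and 22.1% for VIT_04s0008g07400, against a median of 28.3% over 12705 genes. VIT_17s0000g05580 had 69.3%, above 88.5% of these genes. With edgeR, 1 of the 5 was a DEG in H against C at T2 and 1 in H against F at T2. At T5, 3 were DEGs in H against C, 1 in FH against C and 1 in FH against F.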

Housekeeping primers are listed in Table S4. Expression levels were then reported as an arbitrary unit of Mean Normalized Expression, calculated using equation 2 of the Q-Gene spreadsheet.

### 3.4. Bioinformatic Analyses

The RNAseq counts were analyzed with the online bioinformatic pipeline iDEP version 0.96 [52]. In detail, the raw counts were uploaded to obtain a heatmap and the related hierarchical clustering of the 5000 most variable genes, with distance based on correlation, average linkage, and a cutoff Z score equal to 4. The Principal Component Analysis (PCA), was obtained from the same genes. The Differentially Expressed Genes (DEGs) were identified using DESeq2 [163] with an FDR < 0.05 and a minimum fold change of 1.5. Enrichment analysis was performed for all analyzed contrasts using the DEG2 section with the implemented Gene Ontology annotation. The dot plot of the enriched GO terms was obtained with the software R version 4.1.2 (https://www.r-project.org accessed on 15 December 2022) with the packages dplyr, ggplot2, and forcats.

The network analysis of hormones and gene expression levels was performed with the package Expression Correlation in Cytoscape version 3.9.1 [164]. In this analysis, only the genes with a coefficient of variation ≥ 1, a sum of normalized expression ≥1, and an absolute value of correlation coefficient ≥ 0.8 were included, along with the hormones showing at least a statistically significant difference in the time course. The network was visualized with the ‘Prefuse Force Directed’ layout based on the parameter ‘Edge Betweenness’ calculated through the Network Analysis tool of Cytoscape, and nodes were colored according to their clustering index calculated in the same way.

The hierarchical clustering/heatmap of the compounds quantified through NMR was obtained with the software R version 4.1.2 with the packages ClassDiscovery and gplots, using the Euclidean distance and the ‘ward.D2′ clustering method.

### 3.5. Hormone Analysis

For the phytohormones levels determination, berry tissue from different time points and treatments was lyophilized before the analysis. One hundred mg of dry sample was extracted with 375 µL of methanol:isopropanol:glacial acetic acid (50:49:1, v:v:v), using vortexing and ultrasonication for 30 min. Extracts were centrifuged at 13,000 rpm for 10 min at 4 °C. After centrifugation, the supernatant was collected, and the pellet was re-extracted following the same procedure. Supernatants were pooled and filtered with 0.22 µm PTFE filters (Phenomenex, Torrance, USA) before analyses. Phytohormones, including abscisic acid (ABA), auxin indole-3-acetic acid (IAA), jasmonic acid (JA), and its conjugate jasmonoyl-isoleucine (JA-Ile), jasmonic acid precursor 12-*oxo*-phytodienoic acid (OPDA), salicylic acid (SA), cytokinins *trans*-zeatin (Z), its riboside *trans*-zeatin riboside (ZR), 2-isopentenyl adenine (2iP) and its riboside isopentenyl adenosine (IPA), gibberellins GA_1_, GA_3_, GA_4_ and GA_7_, and the precursor of ethylene 1-aminocyclopropane-1-carboxylic acid (ACC), were analyzed by UHPLC-ESI-MS/MS in MRM mode as previously described [165]. Quantification was made by calculating recovery rates for each sample by using deuterium-labeled compounds as internal standards (OlChemIm Ltd. (Olomouc, Czech Republic).

### 3.6. NMR Analysis

A total of 40 berries were analyzed separately. Pulverized samples of berry were freeze-dried overnight (−56 °C, <0.100 mbar; Alpha 1–2 LDplus, Martin Christ), yielding 200 ± 5 mg of dried powder each. Samples were then stored at −80 °C. Polar and hydrophobic metabolites were extracted with deuterated solvents by using a chloroform/water/methanol solution 10:10:1 (similarly to [166]). In detail, each sample was initially inserted in a Teflon tube, added with 0.1 mL of CD_3_OD and a 0.5 mL solution of D_2_O 0.4 M phosphate buffer (pH = 6.86), then mixed for 10 min. An aliquot of 1 mL CDC_l3_ and 0.5 mL of D_2_O phosphate buffer was then added, followed by another 10 min of mixing. Samples were then kept for 10 min on ice and then centrifuged at 5166× *g* for 15 min at 4 °C. Polar and hydrophobic phases were separated and transferred into 5 mm NMR tubes.

NMR spectra were acquired with a Bruker Avance Neo 600 MHz spectrometer (Bruker BioSpin, Karlsruhe, Germany) equipped with a Prodigy cryoprobe and using Topspin 4.1.1 software, applying a noesypr1D pulse sequence with spectral width 12 kHz, acquisition time 2.99 s, 16 scans, relaxation delay 4 s, and four dummy scans. All spectra were processed with an ACD NMR processor 12.1 (shortened to ACD, ACD Labs).

Free induction decay (FID) was multiplied by a Lorentzian broadening of 0.3 Hz before applying the Fourier transformation. Transformed spectra were further processed in ACD, performing manual phasing and automatic baseline correction via the FID reconstruction model. Peaks in the ^1^D-NMR spectra were initially identified by comparison with similar metabolomics characterizations reported in the literature [167,168,169,170,171]. A more precise approach was then adopted, submitting known chemical shifts to public databases such as the Human Metabolome DataBase [172] (HMDB), the Biological Magnetic Resonance DataBase [173] (BMRB), and nmrshiftdb2 [174], and checking the peak relative intensity, multiplicity, and J coupling for each proton of each identified compound. Some uncertain assignments were confirmed with spiking experiments and by ^2^D-NMR spectra.

Spectra were grouped together, and intelligent bucketing was performed in ACD (the water suppression region was excluded). A total of 140 buckets were selected for berries spectra. Signal area values were organized into a matrix to be processed using MetaboAnalyst 5.0 (accessible at https://www.metaboanalyst.ca/ accessed on 15 December 2022, [175]).

## 4. Conclusions

The findings pointed out in the present research may impact viticulture at different levels, from the agronomic management of the vineyard to wine quality, passing through a physiological characterization of the berry response to stress.

Concerning the latter aspect, we proposed a model that summarizes the main responses of the berry to both the single and sequential stresses. This model may open the way not only to future research on grapevine stress physiology but also to its integration with existing data in order to build a broader knowledge base for one of the most economically relevant crops grown in the temperate area. Moreover, our model, pointing out a predominant well-known response to water loss and heat stress, i.e., the accumulation of osmoprotectants, may definitely offer inspiration for developing new biostimulants and chemicals aimed at stabilizing cell membranes, proteins, and metabolic pathways against the denaturing effects of stress.

Another important piece of information coming from our study is represented by the acceleration of berry ripening in the vines that underwent flooding stress at bud-break. Despite the months passed since such an extreme event, we hypothesize that a sort of plant stress memory (PSM) mechanism may affect not only the ripening behavior in flooded vines (F) but also the interaction with the summer heatwave in FH vines. Our study should be added to the already existing long list of cases recently reported by Charng et al. [176] and deserve further dedicated experiments aimed at identifying the molecular basis of these mechanisms.

Finally, some considerations must be made about the potential effects of single and sequential stresses on wine quality. One of the main issues may be represented by the high concentration of some specific amino acids, such as proline, alanine, and GABA, in the most derive from stressed vines. These amino acids may indeed affect both fermentation and the final sensory characteristics of the wine, as alanine is one of the preferential sources of nitrogen for yeasts [177], whereas proline could be the principal source of nitrogen during the maturation phase [178].

As a general remark, taken as a whole, our results may support the development of sustainable vineyard management solutions to improve the water use efficiency and adaptation capacity of actual viticultural systems to future scenarios, thus providing relevant information also for the wine-making sector.

## Figures and Tables

**Figure 1:**
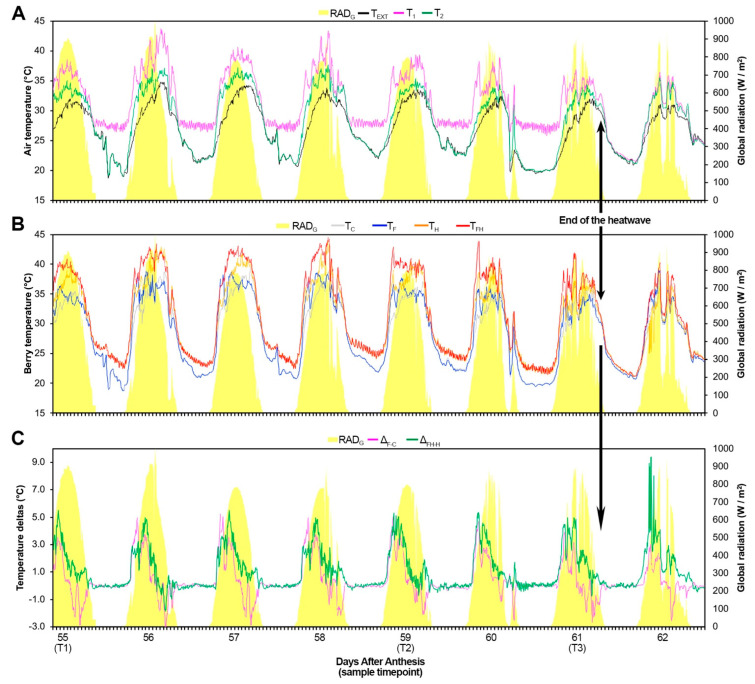
(**A**) Global radiation (RAD_G_) and air temperature measured outdoor (T_EXT_) at the site of the experiment (Legnaro, Padova, Italy; 45°20′58.8″ N 11°56′59.5″ E) and inside the tunnels used for the experiment (T_1_, Tunnel no.1; T_2_, Tunnel no.2). (**B**) Global radiation (RAD_G_) and berry temperature (T_C_, control; T_F_, spring flooding; T_H_, summer heatwave; T_FH_, spring flooding + summer heatwave). (**C**) Differences (deltas) of the temperatures of F and FH berries with respect to their control C (Δ_F—C_) and H (Δ_FH—H_), respectively, are shown along with the global radiation to give an idea of the day-night rhythmicity. All parameters shown in both charts were measured from the beginning of the second phase of the heatwave when temperature increased (T1, 55 DAA) up to one day (62 DAA) after the end of the heatwave, as indicated by the black arrows. The small oscillations observed in the temperatures measured in Tunnel no.1 were due to the histeresis of the thermostat that controlled the heating system.

**Figure 2:**
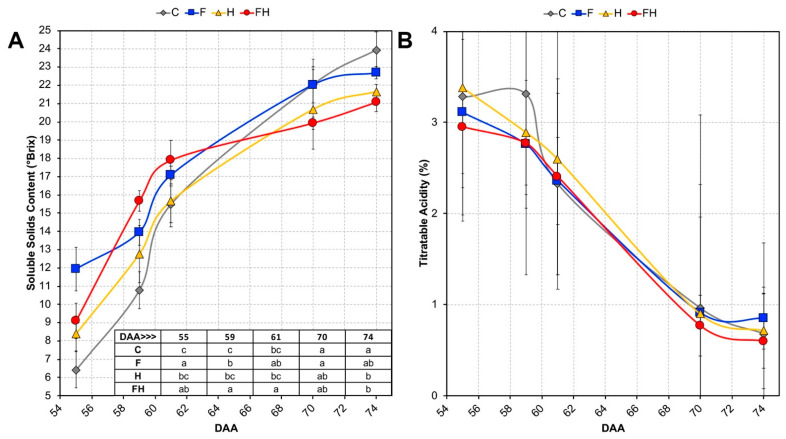
Soluble Solids Content (SSC; (**A**) and Titratable Acidity (**B**) were measured in 10 berries of each treatment, starting from the day when temperatures were increased (T1, 55 DAA) up to the end of the experiment, when berries were harvested (T5, 74 DAA). Bars represent standard error. Statistics were reported only for SSC with different letters marking statistically significant differences, while for titratable acidity, differences were all non-significant (*p* ≤ 0.05). (C, control; F, flooded; H, heatwave; FH, flooded plus heatwave).

**Figure 3:**
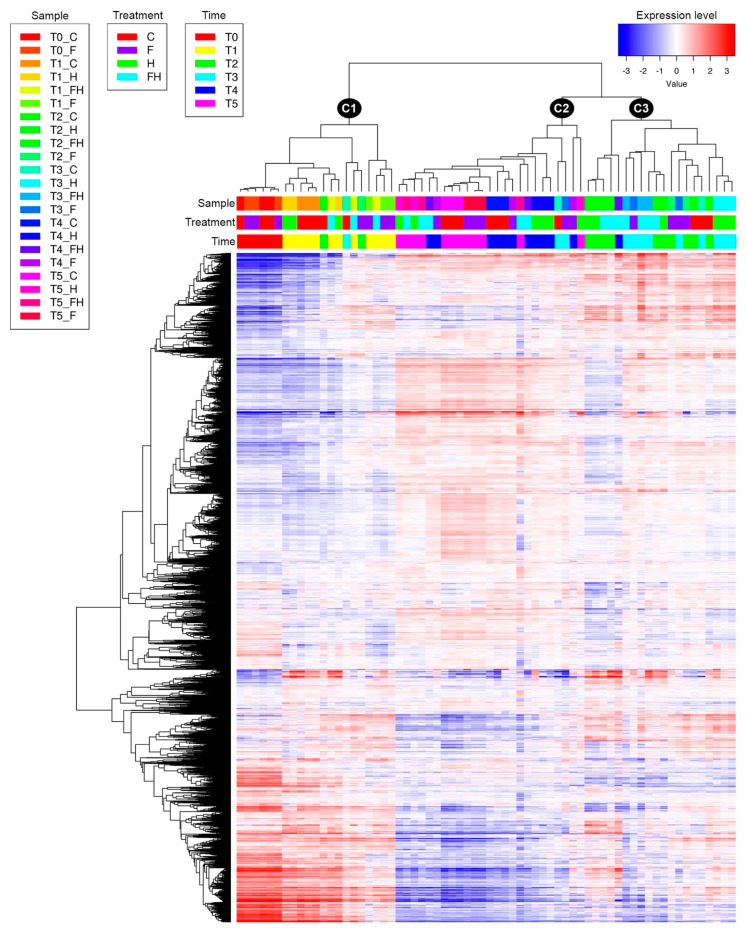
Heatmaps of the 5000 most variable genes and hierarchical clustering for both samples (columns) and genes (rows). The different replicates were marked at the top of the heatmap with different colors according to the sample to which they belong, the treatment (C, control; F, flooded; H, heatwave; FH, flooded plus heatwave), and the time of sample collection (a legend is provided on the top left). The three main clusters of samples (C1, C2, and C3) are indicated, and the scale of expression level is shown at the top right.

**Figure 4:**
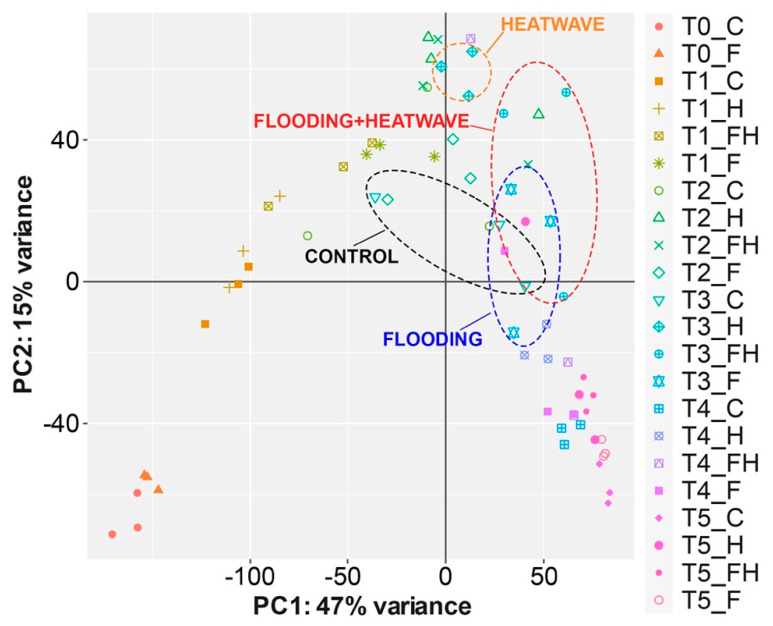
Principal component analysis of the samples built using the 5000 most variable genes. The ellipses show the most relevant group samples at T3 when the stress is maximum. The legend on the right provides indications of the colors and symbols used in the chart for each sample. Samples are named according to the timepoint and treatment (C, control; F, flooded; H, heatwave; FH, flooded plus heatwave).

**Figure 5:**
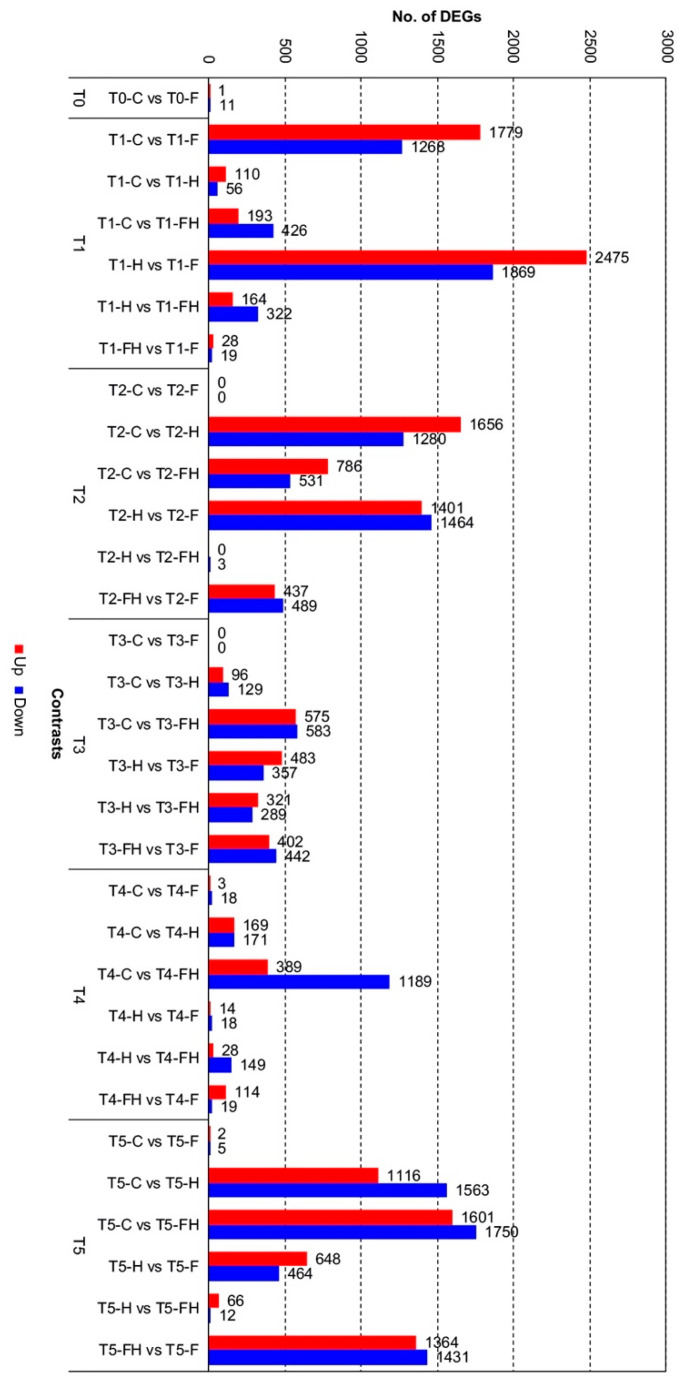
The number of differentially expressed genes (DEGs) in a selected number of contrasts from T0 to T5. Up- (red) and down- (blue) regulated genes are shown for each comparison. Samples within each contrast are named according to the timepoint and treatment (C, control; F, flooded; H, heatwave; FH, flooded plus heatwave).

**Figure 6:**
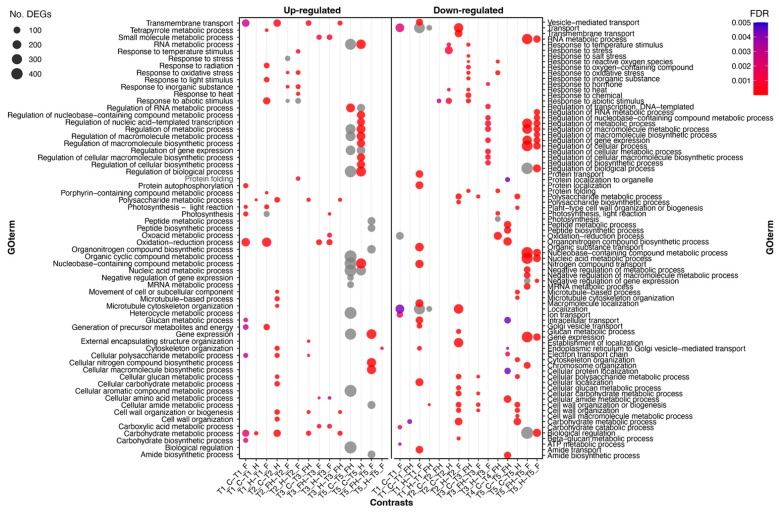
Dot plot of the enriched GO terms in the different contrasts. For each GO term enriched in either up-regulated (**left**) or down-regulated genes (**right**), the number of DEGs annotated, and the FDR statistics are represented as shown in the legends at the top left and right, respectively. Samples within each contrast are named according to the timepoint and treatment (C, control; F, flooded; H, heatwave; FH, flooded plus heatwave).

**Figure 7:**
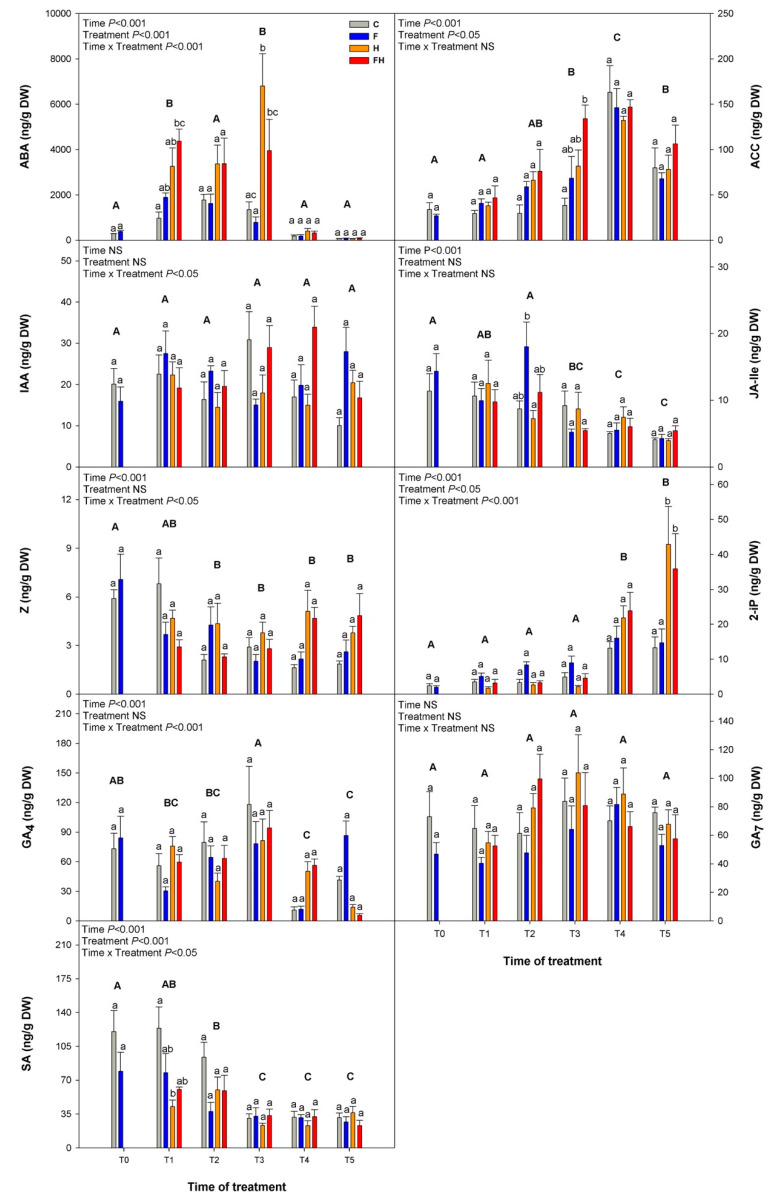
Hormone levels in berries samples (C, control; F, flooded; H, heatwave; FH, flooded plus heatwave). The results of the statistical analyses are reported within each chart along with the letter indicating statistically different values (uppercase for the timepoint and lowercase for the treatments).

**Figure 8:**
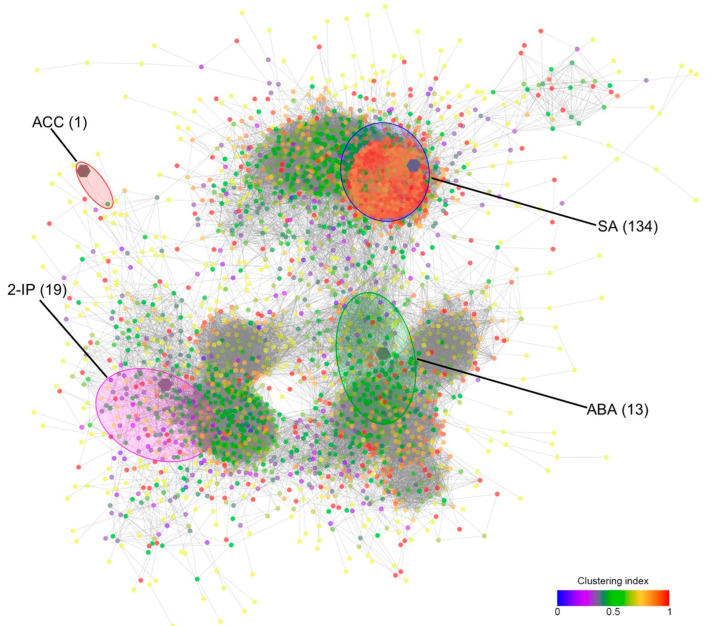
Correlative network built with genes (circles) and hormones (hexagons) according to their correlation index (ABA, abscisic acid; ACC, 1-aminocyclopropane-carboxylic acid; 2-IP, 2-isopentenyladenine; SA, salicylic acid). Only nodes with correlations higher than 0.8 in their absolute values were included. Node color represents the clustering index as shown in the bottom-right color scale. Subnetworks, including the first neighbor nodes directly connected to each hormone, are also shown with ellipses of different colors and the number of genes between parentheses. The network is shown with the ‘Prefuse Force Directed’ layout based on the parameter ‘Edge Betweenness’.

**Figure 9:**
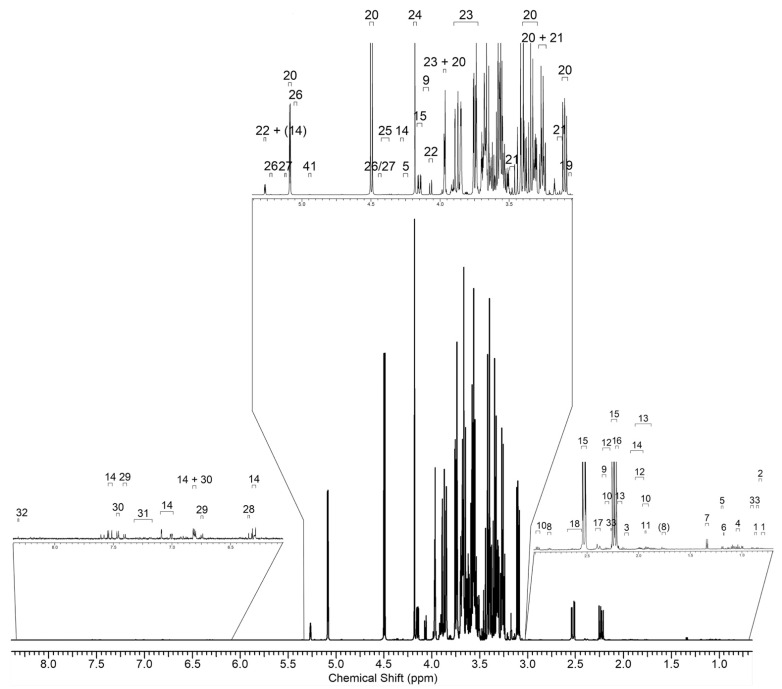
Representative ^1^H-nuclear magnetic resonance (NMR) spectrum of *Vitis vinifera* berry extract in D_2_O phosphate buffer, pH 6.86. Three portions of the spectrum were magnified to show resonances that have been assigned and labeled (1, isoleucine; 2, leucine; 3, valine; 4, ethanol; 5, threonine; 6, lactic acid; 7, alanine; 8, lysine; 9 proline; 10, GABA; 11, acetic acid; 12, glutamine; 13, glutamic acid; 14, chlorogenic acid; 15, malic acid; 16, acetoacetic acid; 17, citric acid; 18, aspartic acid; 19, malonic acid; 20, glucose; 21, myo-inositol; 22, sucrose; 23, fructose; 24, tartaric acid; 25, DHA; 26, xylose; 27, galactose; 28, fumaric acid; 29, vanillic acid; 30, tyrosine; 31, phenylalanine; 32, formic acid).

**Figure 10:**
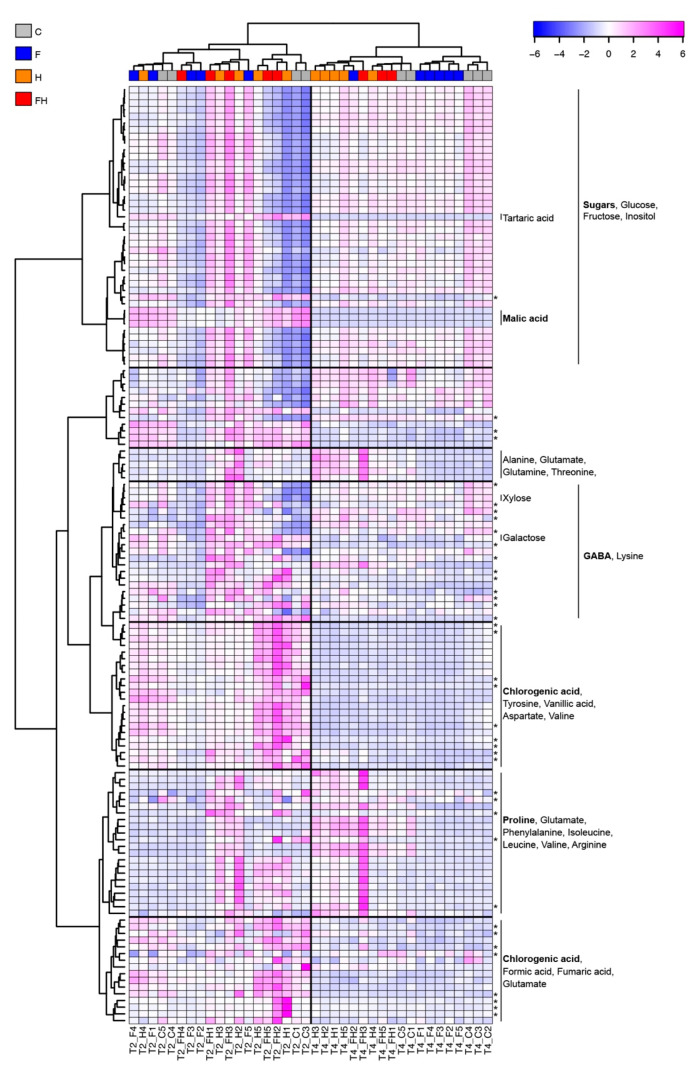
Heatmap of the signal area values of compounds quantified through NMR in T2 and T4 samples. The different replicates were marked at the top of the heatmap with different colors according to the sample to which they belong (a legend is provided at the top left), while the scale of the heatmap values is shown at the top right. Samples are named according to the timepoint, the treatment (C, control; F, flooded; H, heatwave; FH, flooded plus heatwave), and the replicate. (*, Unknown compound).

**Figure 11:**
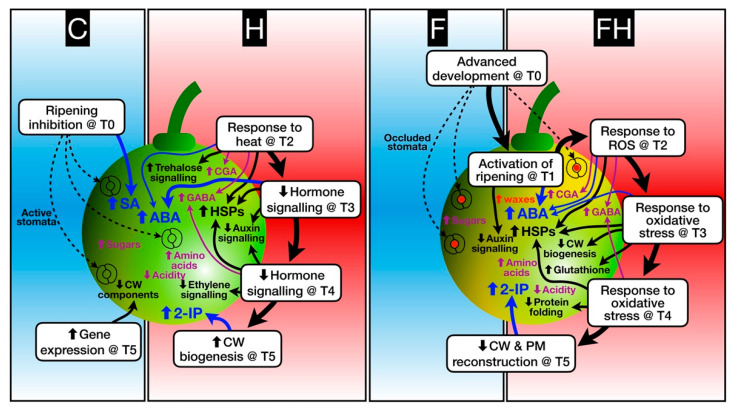
Model summarizing the specific responses of the berry to each treatment (C, control; F, flooded; H, heatwave; FH, flooded plus heatwave). The position of each item with respect to the background boxes, both outside and inside the stylized berries, refers to the specificity of the response. When an item overlaps both boxes, it means that the particular response was shown in both treatments. The main transcriptional responses inferred from RNAseq data and GO terms enrichment analyses are shown with black text on the white background outside the berry. Black arrows link these general responses to more detailed transcriptional information (inside the berry), while the blue arrows connect with hormonal responses inferred from hormone profiling. Finally, the metabolic responses are shown in violet and can be either linked to a particular timepoint response outside the berry or not. In the latter case, the metabolic response was generally observed during the whole experiment. Stomata are also shown, either active or occluded, by waxes (red circle), as discussed in the main text. (2-IP, 2-isopentenyladenine; ABA, abscisic acid; CGA, chlorogenic acid; CW, cell wall; GABA, γ-aminobutyric acid; HSPs, Heat Shock Proteins; PM, plasma membrane; ROS, reactive oxygen species; SA, salicylic acid).

**Figure 12:**
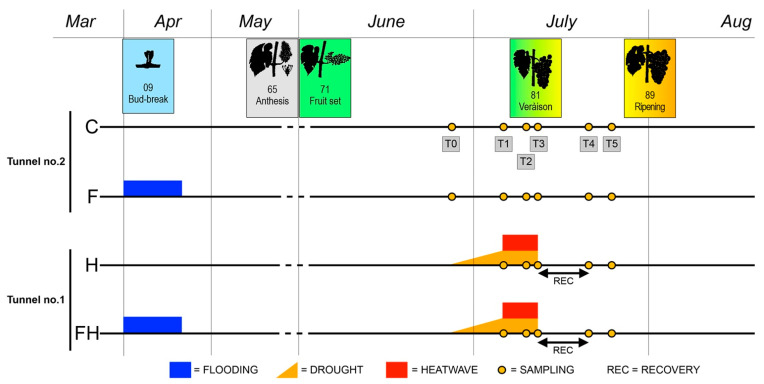
Schematic representation of the experimental set-up. The months of the year are reported at the top, with the key phenological stages indicated below (BBCH scale; [44]). The four experimental treatments (C, control; F, spring flooding; H, summer heatwave; FH, spring flooding + summer heatwave) are shown as separate lines, along with the key time points for sample collection, with the indication of the tunnel to which they belong on the left. The legend on the bottom describes the colors used in the scheme.

## Data Availability

RNASeq raw data can be retrieved from the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/ accessed on 15 December 2022) under the accession number GSE206753.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants11243574/s1, Figure S1: mean cross diameter of all berries from T1 to T5; Figure S2: validation of RNAseq expression levels in a subset of DEGs; Figure S3: expression levels of *DEWAX* gene; Figure S4: levels of hormone precursors and metabolites; Figure S5: RNAseq expression of ABA- and ethylene-related genes; Figure S6: RNASeq expression profiles of CK-related genes; Figure S7: RNASeq expression profiles of GA- and SA-related genes: Figure S8: RNAseq expression of genes found in the ABA subnetwork; Figure S9: grape bunches collected from T1 to T5; Figure S10: sugar compounds quantification through NMR; Figure S11: organic acids, amino acids and CGA quantification through NMR; Figure S12: RNASeq expression profiles of a subset of metabolic genes; Table S1: summary of the RNASeq reads statistics; Table S2: list of Differentially Expressed Genes (DEGs) in all the analyzed contrasts; Table S3: GO term enrichment of the genes belonging to SA subnetwork; Table S4: sequences of primers used in qPCR; Table S4: sequences of the primers used for qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

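Berry RNA of Sauvignon Blanc was measured in 66 libraries, 3 for each of 22 groups of 6 time points (T0 to T5) and up to 4 treatments (C, H, FH and F). The condition of each library was taken from its label. H and FH have no T0 libraries, so changes from T0 within a treatment are given for C and F alone, and H and FH at T1 are set against T0 of C and F for named genes alone. The summer stress coincides with the tunnel in which the plants stood.

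As deposited by the authors, the read counts are whole numbers per gene row and are not normalized. The authors aligned the reads with TopHat and counted uniquely mapping reads. Their paper and their notes differ on the trimming and on the counting tool, and the versions of TopHat and of the counting tool are not given in the sources used here. The library totals had medians of 18131914.5 at T0, 17091122 at T1, 18289300.5 at T2, 19390986.5 at T3, 21812253 at T4 and 21732380 at T5. The 10 most abundant genes took 5.87 to 16.97% of the counts of a library (mean 9.4%). Counting error is smaller than the spread between replicates, with a chi-square per degree of freedom of 1.91 to 311.87 over 66 pairs of replicates. The lowest value is that of T5 F replicates 1 and 2, and the next lowest is 9.41. Those T5 F libraries are thus far closer than any other pair, and the tests treat them as separate replicates. Limits given for genes at 0 counts, which take 3 counts per library as the floor, cover the counting error alone.

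Gene IDs of the paper were joined to the table after removing the first digit of the chromosome part. All 1308 distinct IDs in the copy of Table S2 at hand were found. In the complete lists of that copy 181 of 183 genes were tested, and all 181 had the paper's direction. The copy is shortened, so no overlap with the longer lists was computed. No table pairs the IDs with descriptions, since 0 of the 29591 reference rows hold an ID of the table, so lists of genes chosen by keyword were not used. Rows that share a gene ID were kept as separate rows, and their sum was tried as an alternative.

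Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood fit with robust estimation, common dispersion 0.0765) in one model with a mean per group. Genes with at least 0.5 CPM in at least 3 libraries were tested, 19625 in all. A DEG has a Benjamini-Hochberg adjusted p under 0.05 over all genes of the contrast and a fold change of at least 1.5, the thresholds of the paper. Contrasts are given as the first group over the second. The difference between FH over F and H over C was tested as an interaction at each time point from T1 to T5. Gene lists taken from the paper's text or its tables were counted and tested with camera of limma 3.58.1, with a preset correlation of 0.01 between genes, adjusted over 480 tests of 12 lists in 40 contrasts. Over these contrasts and all lists, those too small for camera among them, there were 419 calls of a DEG. A gene is counted there once for each list and contrast. Some lists hold fewer genes than the paper counts. Table S4 gives primers for 13 of its 14 qPCR targets, Table S3 gives 14 genes under transcription factor activity where the text counts 17 transcription factors in the salicylic acid subnetwork, and the text names by ID 10 of the 13 genes of the abscisic acid subnetwork and 7 of the 19 of the 2-IP subnetwork. The tests cover the listed genes alone.

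Principal components and an average-linkage tree on the correlation distance used log2(CPM + 4) of the 5000 most variable genes, with z limited to 4 in the tree. The ripening score of a library is the projection of log2(CPM + 4) of the DEGs between T0 and T5 in C on their change, so that the mean of C is 0 at T0 and 1 at T5. It was compared between groups by exact permutation.

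The genes named are those the paper names by ID, in the contrasts its sentences are about, and, since no table pairs IDs with names, at most the first 2 in order of ID in each direction among the 5 largest changes of a contrast with a mean of at least 5 CPM in the higher group and no overlap between groups. The latter are given for F over C at T1 alone. The tests, gene lists, thresholds, contrasts between treatments and this rule were set before the data were examined. The ripening score, the changes of C from T0 to T2 and to T4, the changes of H and FH at T1 from T0 of C and F, the sum of rows with one gene ID, the difference of F over C between T1 and T2, and the values at T1 of GOLS4 and of NCED4 and NCED5 in F over C were added later.

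The alternatives were DESeq2 1.42.0 with the same thresholds, DESeq2 tested against a fold change of 1.5, RLE normalization, no filter on low counts, a model with only the libraries of the time points compared, the replicate number within each time point as a block (replicate block), the sum of rows with one gene ID, and leaving out each library in turn. For the components and the tree they were a pseudocount of 1, 2000 genes, a variance stabilizing transformation and no filter on low counts. The methods were tested on simulated data. The qPCR, hormone, metabolite and soluble solids measurements, and the enrichment of GO terms, were not analysed here.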

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

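Of the tests in this part, the difference of F over C between T1 and T2, the shares in H over F, H over C and FH over C at T5, the shares among DEGs there and the comparison of ripening scores were chosen only after the result was seen, and the changes of C from T0 to T2 and to T4, on which the tests of ripening rest, were added after the data had been examined.

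The effect of the summer stress differed between flooded and unflooded plants at T4 in 1 gene (1 higher and 0 lower in FH over F less H over C) by a test of the difference itself. The count was 0 without C replicate 1, 2 or 3, H replicate 1 or 3, FH replicate 2 or F replicate 1, 3 without FH replicate 3 and 23 without FH replicate 1. In a model of the 12 T4 libraries the real count was 0 and the highest of the others was 1. A count as large in 100 of 100 splits, the real one included, follows from a real count of 0 alone, so chance is not excluded and the splits say nothing more.

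At T5 the same difference was found in 102 genes (10 higher and 92 lower). The count was 0 without H replicate 3 or FH replicate 2, 9 without C replicate 3, 15 without C replicate 1, 17 without F replicate 2, 18 without F replicate 1, 20 without C replicate 2, 61 without F replicate 3, 161 without FH replicate 1, 173 without H replicate 2, 174 without FH replicate 3 and 302 without H replicate 1. In a model of the 12 T5 libraries the real count was 34, and 2 of 100 splits, the real one included, had a count as large. The highest of the others was 297, several times the real count, which points to a structure of the samples. That split was not examined, and the stress itself can enter it.

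The change of F over C differed between T1 and T2 in 268 genes (188 higher and 80 lower), by a test of the difference. The count was 0 without T2 C replicate 3 or T2 F replicate 1, 2 without T1 C replicate 1, 3 without T1 F replicate 2, 90 without T2 C replicate 2, 111 without T1 C replicate 2, 123 without T2 F replicate 3, 145 without T1 F replicate 3, 169 without T1 F replicate 1 and 1181 without T2 C replicate 1.

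F and C berries differed in 2870 genes at T1, against 2 at T0 and 0 at T2 to T5 (edgeR, with 392, 1476, 1750 and 855 at an unadjusted p under 0.05, and 1, 2, 20 and 8 with DESeq2, and 162 at T5 in a model of the 6 libraries alone). After thinning of the 6 libraries to the smallest total the count was 2851. The totals were already close, 16502970 to 16856616 in C and 17325628 to 18616497 in F. Few reads were thus removed, and the thinning is a weak test of sequencing depth. The lowest count without 1 library was 1420 (without C replicate 1), which argues against a single library as the whole cause. Of the genes that changed between T0 and T2 in C, 95.5% had the same sign in F over C at T1, as a lead of F berries in ripening predicts. A candidate explanation is thus a lead in ripening at T1. The position of the plants and the cause of such a lead stay open, since no library tests them.

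At T5 the berries of FH and H differed in 0 genes (edgeR, 2274 at an unadjusted p under 0.05, 82 with DESeq2), and FH and F in 2643. Thinning gave 2621 genes for FH over F. It removed few reads, since the totals were 21058201 to 21891242 in FH and 21317146 to 22889628 in F, and so hardly tests depth. A delay in ripening predicted that most genes of the change from T0 to T4 in C go the opposite way in FH over F, and 56.4% did (54.9 to 57.1% without 1 library), under the bound of 60% set for no delay. In H over F and H over C the share was 63.5 and 60.6%, above that bound, and in FH over C it was 55.6%. The shares count every gene of that change, whether or not it differed at T5. Among the DEGs of each comparison that belong to it, 853 of 1270 went the opposite way in FH over F (359 of 512 without FH replicate 2, 567 of 848 without F replicate 3), 369 of 447 in H over F, 1005 of 1375 in H over C and 1008 of 1547 in FH over C. The ripening score at T5 was 1 ± 0.011 (SD, n = 3) in C, 0.976 ± 0.007 in F, 0.919 ± 0.015 in FH and 0.873 ± 0.08 in H, at most 0.934 in a stressed library and at least 0.971 in an F library (exact p = 0.1 for H and for FH against F, the smallest that 3 against 3 libraries allow). The genes of the score were chosen on the C libraries of T0 and T5, which set its ends, so the other groups tend to fall below C at T5 and the comparisons with C are no independent evidence of a delay. A delay therefore stays open. Without FH replicate 2 FH over F gave 1049 genes. The F replicates 1 and 2 were closer than any other pair of replicates (chi-square per degree of freedom 1.91, next lowest 9.41). Counted as separate libraries, they may make the spread of F at T5 look smaller than it is. The stress and the tunnel stay open too, as the design confounds them.

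FH and C berries differed in 1192 genes at T4. Thinning gave 1137. With totals of 20681499 to 22520515 in FH and 20298167 to 23990759 in C it removed few reads, and so it is a weak test of depth. Without FH replicate 2 the count was 0 and without FH replicate 1 it was 2402 (1 without C replicate 2, 127 without C replicate 3, 577 without C replicate 1 and 2280 without FH replicate 3), so single libraries are a candidate cause of the count. FH replicate 2 stood apart from its replicates. On the first 2 components it lay at 3.85 and 37.89, against 34.3 and -23.46 for replicate 1 and 35.12 and -15.07 for replicate 3. It is the T4 library that the tree placed with the berries sampled during the summer stress. No biological explanation was tested for the count.

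For 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and a count as large as the real one was found in 1 of the 10, or in 10 where the real count was 0, which alone fixes that outcome. In models of the 6 libraries alone, the real count and the highest of the other splits were 2 and 1 for F over C at T0. At T1 they were 3827 and 1 for F over C, 0 and 0 for H over C, 0 and 1 for FH over C, 3491 and 0 for H over F, 0 and 0 for FH over H, and 0 and 2 for FH over F. At T2 they were 0 and 0 for F over C, 140 and 0 for H over C, 1 and 0 for FH over C, 1422 and 0 for H over F, 0 and 740 for FH over H, and 0 and 0 for FH over F. The 740 points to a structure of the T2 libraries of FH and H, which was not examined. At T3 they were 0 and 0 for F over C, 361 and 0 for H over C, 28 and 0 for FH over C, 627 and 0 for H over F, 2 and 0 for FH over H, and 0 and 0 for FH over F. At T4 they were 0 and 1 for F over C, 703 and 0 for H over C, 0 and 0 for FH over C, 0 and 2 for H over F, 0 and 0 for FH over H, and 0 and 0 for FH over F. At T5 they were 162 and 9 for F over C, 2109 and 0 for H over C, 3512 and 0 for FH over C, 333 and 0 for H over F, 0 and 0 for FH over H, and 2837 and 0 for FH over F. For T1 over T0 they were 4304 and 0 in C and 8198 and 0 in F, and for T5 over T0 10900 and 0 in C and 10522 and 0 in F.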

How the results depend on the processing

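Alternatives were compared by whether a count of DEGs stayed within 1.5 times the count with edgeR and whether each named gene kept its direction and its side of the threshold. The summing of rows that share a gene ID, the test of the effect of flooding at T1 less that at T2, and the values of GOLS4 at T1 and of NCED4 and NCED5 in F over C at T1 were chosen after the data had been seen. With RLE normalization, and with those rows summed, all 44 counts stayed within 1.5 times. Of the 157 values of named genes, 155 kept their direction and side with RLE normalization and 157 with the rows summed. With DESeq2, 144 did, and the other 13 passed the threshold where edgeR did not call them. With the low-count filter left out 148 did, and with the libraries of the time points compared 120. With DESeq2 against a fold change of 1.5, 53 no longer passed and the others kept both. Of the values computed without 1 library, 787 kept both, 144 no longer passed, 7 newly passed and 4 changed direction. The cause of the changes given below was not tested, except where a setting by its construction asks for a larger change. The number of libraries in a model does not by itself explain the counts. Models of 6 libraries gave more genes than those of a whole time point in some contrasts and fewer in others. For H over F at T3 the counts were 627 and 0, and for H over C at T2 they were 140 and 1485.

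With DESeq2 the counts of DEGs that moved were 12 (T0 F over C), 169 (T1 H over C), 618 (T1 FH over C), 493 (T1 FH over H), 47 (T1 FH over F), 1 (T2 F over C), 2 (T2 FH over H), 931 (T2 FH over F), 2 (T3 F over C), 218 (T3 H over C), 846 (T3 H over F), 627 (T3 FH over H), 862 (T3 FH over F), 20 (T4 F over C), 333 (T4 H over C), 31 (T4 H over F), 173 (T4 FH over H), 141 (T4 FH over F), 8 (T5 F over C), 82 (T5 FH over H), 1 (T1 FH over F less H over C), 2 (T2 FH over F less H over C), 1 (T3 FH over F less H over C), 27 (T4 FH over F less H over C), 359 (T5 FH over F less H over C), 376 (the overlap of F over C and FH over H at T1) and 577 (F over C at T1 less at T2).

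DESeq2 tested against a fold change of 1.5, which by construction asks for a larger change than a test against 0, gave 5 (T0 F over C), 245 (T1 F over C), 2 (T1 H over C), 25 (T1 FH over C), 418 (T1 H over F), 5 (T1 FH over H), 3 (T1 FH over F), 1 (T2 F over C), 280 (T2 H over C), 45 (T2 FH over C), 205 (T2 H over F), 1 (T2 FH over H), 22 (T2 FH over F), 2 (T3 F over C), 15 (T3 H over C), 90 (T3 FH over C), 22 (T3 H over F), 6 (T3 FH over H), 40 (T3 FH over F), 6 (T4 F over C), 11 (T4 H over C), 99 (T4 FH over C), 16 (T4 FH over F), 7 (T5 F over C), 174 (T5 H over C), 72 (T5 FH over C), 12 (T5 H over F), 5 (T5 FH over H), 16 (T5 FH over F), 1 (T1 FH over F less H over C), 1 (T2 FH over F less H over C), 1 (T3 FH over F less H over C), 4 (T4 FH over F less H over C), 13 (T5 FH over F less H over C), 470 (C T1 over T0), 2967 (F T1 over T0), 6543 (C T5 over T0), 6020 (F T5 over T0), 4 (the overlap of F over C and FH over H at T1), 127 (the overlap of F over C and F over H at T1), 161 (the overlap of H over C and H over F at T2) and 2 (F over C at T1 less at T2). Over the named genes in every contrast examined for them, a different set from the 157 values above, it gave 72 DEGs, where edgeR gave 128.

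With only the libraries of the time points compared, a model with fewer libraries to estimate the spread from, the counts were 18 (T1 H over C), 0 (T1 FH over C), 0 (T1 FH over H), 0 (T1 FH over F), 1485 (T2 H over C), 38 (T2 FH over C), 1419 (T2 H over F), 36 (T2 FH over F), 8 (T3 H over C), 429 (T3 FH over C), 0 (T3 H over F), 0 (T3 FH over H), 138 (T3 FH over F), 2 (T4 H over C), 2 (T4 FH over C), 0 (T4 H over F), 0 (T4 FH over H), 0 (T4 FH over F), 1 (T5 F over C), 0 (T4 FH over F less H over C), 34 (T5 FH over F less H over C), 0 (the overlap of F over C and FH over H at T1), 1027 (the overlap of H over C and H over F at T2) and 0 (F over C at T1 less at T2).

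Without the filter on low counts they were 38 (T1 H over C), 277 (T3 H over F), 166 (T3 FH over H), 43 (T4 H over C), 1 (T4 H over F), 0 (T4 FH over F less H over C), 55 (T5 FH over F less H over C) and 167 (F over C at T1 less at T2).

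The replicate numbers are shared between groups and were not taken to pair the libraries. Profiles with the same number were on average no closer (mean correlation of residuals -0.01, against 0.006 for different numbers), although 25 of 93 same-numbered pairs, all 3 at T0 (0.181 to 0.312) among them, were over 0.1 (range -0.551 to 0.634). The closest library had the same number for 21 of 66. A model with the replicate number as a replicate block gave 8 (T1 H over C), 146 (T1 FH over C), 84 (T1 FH over H), 0 (T1 FH over F), 607 (T2 FH over C), 20 (T3 H over C), 260 (T3 H over F), 97 (T3 FH over H), 26 (T4 H over C), 78 (T4 FH over C), 2 (T4 H over F), 0 (T4 FH over H), 1 (T4 FH over F), 1 (T5 FH over H), 23 (T5 FH over F less H over C), 1203 (C T1 over T0) and 171 (F over C at T1 less at T2). With it 133 of the 157 values of named genes kept their direction and side, and 24 no longer passed.

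Without 1 library, where the 2 libraries left in a group are fitted with the spread pooled over all groups, the lowest and highest counts were 1420 to 2652 (T1 F over C), 2 to 174 (T1 H over C), 2 to 775 (T1 FH over C), 2715 to 4962 (T1 H over F), 0 to 1713 (T1 FH over H), 0 to 36 (T1 FH over F), 1254 to 3383 (T2 H over C), 37 to 1129 (T2 FH over C), 1270 to 3394 (T2 H over F), 0 to 3 (T2 FH over H), 22 to 855 (T2 FH over F), 1 to 24 (T3 H over C), 238 to 1024 (T3 FH over C), 8 to 443 (T3 H over F), 0 to 941 (T3 FH over H), 79 to 1080 (T3 FH over F), 0 to 16 (T4 F over C), 0 to 85 (T4 H over C), 0 to 2402 (T4 FH over C), 0 to 11 (T4 H over F), 0 to 585 (T4 FH over H), 0 to 377 (T4 FH over F), 1023 to 2927 (T5 H over C), 1807 to 3485 (T5 FH over C), 94 to 1349 (T5 H over F), 0 to 77 (T5 FH over H), 1049 to 3134 (T5 FH over F), 0 to 13 (T3 FH over F less H over C), 0 to 23 (T4 FH over F less H over C), 0 to 302 (T5 FH over F less H over C) and 0 to 1181 (F over C at T1 less at T2).

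A named gene changed direction in 4 cases, none of them called in either setting. NCED3 (VIT_19s0093g00550) in H over C at T3 went to -0.47 without T3_H replicate 3 (highest 2.05 without T3_C replicate 3), CYP707A3 (VIT_18s0076g00340) in H over C at T3 to -0.1 without T3_C replicate 1 (highest 0.65 without T3_C replicate 3), NCED5 (VIT_10s0003g03750) in FH over C at T3 to -0.16 without T3_FH replicate 2 (highest 2.27 without T3_FH replicate 3), and HSP101 (VIT_17s0000g07190) in H over C at T4 to -0.24 without T4_H replicate 2 (highest 2.5 without T4_C replicate 2).

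The first component held 54.3% of the variance with a pseudocount of 1, 55.7% with 2000 genes, 54.8% with a variance stabilizing transformation and 52% with no filter on low counts, and the second 17.1, 18.8, 16.9 and 18.6%. In the sample tree 64 libraries stayed in their clade with a pseudocount of 1, 49 with 2000 genes, 64 with a variance stabilizing transformation and 66 with no filter on low counts. Of the tests of gene lists, 6 passed the threshold with an estimated correlation between genes and 55 with the preset one.

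At this depth 6 genes that the paper names, with 14 to 147 counts over the 66 libraries, were too low to be tested. In a simulation of F over C at T1 with 100 genes changed 2-fold and 100 changed 4-fold, edgeR recovered 59 and 95 of them with 2 false calls, and DESeq2 67 and 96 with 12. The changed genes were drawn from those at 5 CPM or more. Apart from them all groups had the same means, and the spread was that of T1. The recovery thus does not cover genes at lower levels or groups of unequal spread.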

Differences from the paper's values

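Of 38 values that the paper states, 17 differ from those computed with edgeR at the paper's thresholds, all of them counts of DEGs. Values are taken to differ where 1 of the pair is over 1.5 times the other, or 0 alone. The paper's count is given first and the one found here second. At T0 F over C has 12 in the paper and 2 here. At T1 the paper has 47 and 1 were found for FH over F, 166 and 80 for H over C, 619 and 316 for FH over C, and 486 and 137 for FH over H. At T2 it is 926 and 557 for FH over F. At T3 it is 225 and 33 for H over C, 840 and 455 for H over F, and 610 and 256 for FH over H. At T4 it is 21 and 0 for F over C, 32 and 6 for H over F, 133 and 38 for FH over F, 177 and 12 for FH over H, and 340 and 84 for H over C. At T5 it is 7 and 0 for F over C and 78 and 0 for FH over H. Where edgeR gave 0, at T4 and T5 for F over C and at T5 for FH over H, 1750, 855 and 2274 genes had an unadjusted p under 0.05 and DESeq2 gave 20, 8 and 82. Of the genes shared by F over C and FH over H at T1 as lower, the paper has 131 and 19 were found.

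DESeq2, which the paper's methods name, brings all 17 within 1.5 times of the paper's values. DESeq2 tested against a fold change of 1.5 brings 1 of the 17 within that range, the count of F over C at T5. None of the 17 comes within it with RLE normalization, with no filter on low counts, with the replicate number as a block, or with only the libraries of the time points compared. These alternatives were set before the data were examined. With DESeq2 the genes shared as higher at T1 (260) lie over 1.5 times from the paper's 116, where edgeR's 92 lie within it. The paper's text reports no DEGs for F over C at T2 and T3, as edgeR does here (0 and 0, with 392 and 1476 at an unadjusted p under 0.05), while DESeq2 gave 1 and 2, and the copy of Table S2 lists 1 for each.

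The copy of Table S2 gives the contrasts of C and F and of H and FH with C or H first, so that up there is lower in F or FH. If the shared genes of the text follow it, the paper's 116 genes shared as up at T1 stand beside 19 with edgeR and 116 with DESeq2, and its 131 shared as down beside 92 with edgeR and 260 with DESeq2.

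The paper states that genes with a rising trend outnumbered those with a falling one among the most variable genes, whereas 2075 were higher and 2925 lower at T5 than at T0. These numbers compare the mean of all T5 libraries with that of the T0 libraries of C and F, and leave out the times between. In the sample tree, the clade of T0 and T1 held 2 T2 libraries and 1 T3 library of C and 1 T2 library of F, 1 library of C at T2 more than in the paper. With T4 and T5 stood 2 T3 libraries of C and 3 of F, where the paper places fewer, and also 1 T2 library of C, 2 of F and 1 T3 library of FH. Under the alternatives 49 to 66 of 66 libraries were in the same clade. At T2 the paper's text gives the low number of DEGs to the comparison of F and FH, but its next sentence counts 926 for that comparison and its Figure 5 shows the low number for H and FH. Here F and FH differed in 557 genes, and FH and H in 0 genes with edgeR (808 at an unadjusted p under 0.05) and 2 with DESeq2.

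The paper describes NCED3 (VIT_19s0093g00550) as differing at the start of the stress and as strongly higher in H at T3. It passed neither at T1 (adjusted p = 0.47 in H and 0.2 in FH, range 0.31 to 1 and 0.11 to 1) nor in H at T3 (0.78, range 0.4 to 1) with edgeR or under the alternatives run. For NCED4, NCED5 and NCED6 the paper describes rising levels in stressed berries at T2 and T3. None passed with edgeR, while NCED6 (VIT_05s0051g00670) passed at T3 with DESeq2 in H (adjusted p = 0.041, range 0.041 to 1) and in FH (0.026, range 0.026 to 0.65), and in FH with only the T3 libraries (0.048).

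CYP707A3 (VIT_18s0076g00340), which the paper describes as rising strongly to T3, did not pass in H from T2 to T3 with edgeR (log2 fold change 1.44, adjusted p = 0.051, range 0.013 to 1), but passed with DESeq2 (0.029), RLE normalization (0.049) and without T2 H replicate 1 (0.013). HSP101 (VIT_17s0000g07190), described as high under stress from T2 to T4, did not pass at T2 or T3 under the alternatives run, and at T4 passed in FH with DESeq2 (adjusted p = 0.038, range 0.037 to 0.96) and without FH replicate 3 (0.037). DEWAX (VIT_16s0013g01000), described as falling from T0 to T1 in F and FH, had adjusted p = 0.73 in F and 0.79 in FH against F at T0, and in F against C at T1 it passed with only the T1 libraries (0.027, range 0.027 to 1).

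Both GDH genes, the P5CS gene and the HCT gene VIT_11s0037g00440 are described as higher in stressed berries and did not pass against C at T3 (adjusted p = 0.11, 0.26, 0.13 and 0.16 in H), while the HCT gene VIT_09s0018g01190 passed in H at T3 with DESeq2 (0.041, range 0.041 to 1). Against F at T3, 3 of the 6 genes of amino acid and chlorogenic acid synthesis were higher in H with edgeR. The P5CR gene VIT_08s0007g05600 passed the test in FH at T5 (adjusted p = 0.015) with a fold change of 1.32, under 1.5. For the gibberellin 2-oxidase VIT_10s0116g00410 the paper describes a pattern like that of GA4 at T4, a hormone it reports as higher by trend in stressed berries. The gene did not pass there (adjusted p = 0.34 in H and 0.62 in FH), and it was lower than in C at T2 and T3. The MADS-box gene VIT_10s0042g00820, described as rising at T1, had too few counts to be tested, with 8 at T1 in H, 15 in FH, 3 in C and 2 in F. The GA3ox gene VIT_09s0002g05270, described as peaking at T1 and T2 in H and FH, had 9 counts in H and 3 in FH at T1 and 9 and 6 at T2, too few to be tested as well. ACO1 (VIT_11s0016g02380), described as higher in F and FH at T1, passed in F and, in FH, passed with DESeq2 (adjusted p = 0.04, range 0.019 to 0.65) and without T1 FH replicate 2 (0.019) but not with edgeR (0.084).

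The wound-responsive gene VIT_12s0057g00110 and the transcription factor VIT_08s0007g04180 in H, and VIT_12s0057g00110, the senescence-associated gene VIT_01s0146g00260 and the wound-responsive gene VIT_12s0057g00080 in FH, passed against C at T5 with only the T5 libraries (adjusted p = 0.0033, 0.02, 0.0016, 0.04 and 0.0069, ranges 0.0033 to 1, 0.02 to 1, 0.0016 to 1, 0.04 to 1 and 0.0069 to 1) and not with edgeR over all libraries (0.32, 0.37, 0.23, 0.41 and 0.54).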

Other observations

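No test of this part was chosen after the result was seen. All 14 genes that Table S3 gives under transcription factor activity in the salicylic acid subnetwork, where the text counts 17 transcription factors, were lower at T5 than at T0 in C and in F (edgeR and DESeq2), with camera adjusted p = 0.022 and 0.031 (adjusted p = 0.8 and 0.82 with an estimated correlation). In F the number was 13 without T0 F replicate 1 or T5 F replicate 3 and with DESeq2 against a fold change of 1.5. VIT_18s0001g08610 fell in C from 8.59 ± 0.209 to 0.246 ± 0.0602 CPM (log2 fold change -5.08, SE 0.65, adjusted p = 7.3e-09), and VIT_11s0016g00660, at 0 counts in C at T5, was at least 25-fold lower. In F, where VIT_11s0016g00660 was also at 0 counts at T5, it was at least 8.26-fold lower. The paper selected these genes for a correlation in the same samples, so they are not independent evidence.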
